# BMP4 triggers regulatory circuits specifying the cardiac mesoderm lineage

**DOI:** 10.1242/dev.201450

**Published:** 2023-05-22

**Authors:** Pavel Tsaytler, Jinhua Liu, Gaby Blaess, Dennis Schifferl, Jesse V. Veenvliet, Lars Wittler, Bernd Timmermann, Bernhard G. Herrmann, Frederic Koch

**Keywords:** Cardiac mesoderm, Bmp4, Differentiation, Heart, WNT signaling, Cardiac enhancers, Mouse

## Abstract

Cardiac lineage specification in the mouse is controlled by TGFβ and WNT signaling. From fly to fish, BMP has been identified as an indispensable heart inducer. A detailed analysis of the role of Bmp4 and its effectors Smad1/5, however, was still missing. We show that Bmp4 induces cardiac mesoderm formation in murine embryonic stem cells *in vitro*. Bmp4 first activates *Wnt3* and upregulates *Nodal*. pSmad1/5 and the WNT effector Tcf3 form a complex, and together with pSmad2/3 activate mesoderm enhancers and *Eomes*. They then cooperate with Eomes to consolidate the expression of many mesoderm factors, including *T*. Eomes and T form a positive- feedback loop and open additional enhancers regulating early mesoderm genes, including the transcription factor *Mesp1*, establishing the cardiac mesoderm lineage. In parallel, the neural fate is suppressed. Our data confirm the pivotal role of Bmp4 in cardiac mesoderm formation in the mouse. We describe in detail the consecutive and cooperative actions of three signaling pathways, BMP, WNT and Nodal, and their effector transcription factors, during cardiac mesoderm specification.

## INTRODUCTION

In mammals, mesodermal cell lineages are derived from pluripotent epiblast cells that undergo epithelial-to-mesenchymal transition (EMT) in the primitive streak (PS) or tailbud, and ingress (Tam and Loebel, 2007). Cells originating from the proximal PS give rise to cardiac mesoderm progenitors, whereas the distal PS generates paraxial mesoderm (Lawson, 1999). Mesoderm formation is controlled by several inducers, in particular members of the TGFβ and WNT families, each activating its own signaling pathway and target transcription factors (TFs), primarily the essential regulators Eomes and T (brachyury) (Chu et al., 2004; Brennan et al., 2001; Russ et al., 2000; Arnold et al., 2008; Herrmann et al., 1990).

TGFβ signaling in the PS is activated by Bmp4 and Nodal, and their downstream effectors – Smad TFs (Winnier et al., 1995; Conlon et al., 1994; Gaarenstroom and Hill, 2014). Both *Nodal*- and *Smad2/3*- (the Nodal effectors) deficient embryos do not form mesoderm and fail to gastrulate (Conlon et al., 1994; Dunn et al., 2004). *Bmp4*-deficient embryos display variable phenotypes; most mutant embryos do not proceed beyond the egg cylinder stage and form little or no mesoderm (Winnier et al., 1995). Furthermore, embryos lacking the Bmp4 receptor *Bmpr1a* do not form mesoderm and die before E9.5, suggesting that BMP signaling is essential for gastrulation (Mishina et al., 1995). Bmp4 induces phosphorylation of partially redundant Smad1/5 proteins (Arnold et al., 2006). *Smad5* mutant embryos showed delayed cardiac development and abnormal heart looping, but neither *Smad1* nor *Smad5* knockout prevented mesoderm formation *in toto* (Tremblay et al., 2011; Chang et al., 2000). Similarly, a high proportion of *Smad1/5* double heterozygous mutant embryos displayed heart looping defects (Arnold et al., 2006). *Smad1/5* double homozygous mutant embryos have not been reported.

Smad1/5 and Smad2/3 interact with the common co-factor Smad4, allowing DNA binding and transcriptional regulation of target genes (Gaarenstroom and Hill, 2014; Massague et al., 2005). Embryos lacking *Smad4* do not form mesoderm and fail to gastrulate (Sirard et al., 1998). However, conditional depletion of *Smad4* in the early epiblast did not prevent cardiac lineage specification and formation of a rudimentary heart, as well as somite formation, whereas primordial germ cells or an allantois did not form (Chu et al., 2004). This data suggested that *Smad4* is dispensable for heart development in the mouse. In contrast, human *Smad4* mutant embryonic stem cells (ESCs) differentiated *in vitro* fail to form cardiac mesoderm or cardiomyocytes (Xu et al., 2019). Moreover, in other vertebrates such as *Xenopus*, zebrafish and chick, BMP has been shown to play an essential role in cardiac mesoderm induction and heart development as well (Shi et al., 2000; de Pater et al., 2012; Schultheiss et al., 1997). In *Drosophila*, the BMP homolog dpp is essential for heart induction too, pointing to a conserved role of BMP in heart development in evolution (Frasch, 1995). Therefore, it appears highly unlikely that BMP is dispensable for cardiac mesoderm formation in mouse.

TGFβ pathways crosstalk with other signaling cascades, and Smad TFs interact with various factors in a context-dependent manner (Chen et al., 2008; Morikawa et al., 2016). WNT signaling, activated concurrently with TGFβ in the PS, is essential for proper PS and mesoderm formation (Liu et al., 1999). WNT and TGFβ pathways have been shown to interact in various model organisms (Reid et al., 2012; Trompouki et al., 2011). In differentiating ESCs, Smad2/3 and TCF factors co-occupy mesendodermal gene enhancers, suggesting cooperation between WNT and SMAD pathways in mesendoderm (Wang et al., 2017; Funa et al., 2015).

Early mesoderm formation is orchestrated by the T-box family members Eomes and T (Costello et al., 2011; Papaioannou, 2014). Although T is a pan-mesodermal TF highly expressed in the PS and posterior mesoderm, it is not essential for cardiac mesoderm formation, as embryos lacking *T* develop beating heart structures (Concepcion and Papaioannou, 2014). Embryos with epiblast-specific *Eomes* deletion, on the other hand, fail to express cardiac marker genes, suggesting that *Eomes* is essential for specification of cardiac progenitors (Costello et al., 2011). In addition, *Eomes* and *T* are required for suppressing the neural differentiation program in nascent mesoderm (Tosic et al., 2019).

In this study, we have analyzed the process of Bmp4-induced early cardiac mesoderm specification in mouse (m) ESCs by functional characterization of the control mechanisms employed by the consecutively activated mesodermal key TFs Smad1/5, Smad2, Eomes and T.

## RESULTS

### Cardiac progenitor genes are co-bound by pSmad1/5 and pSmad2, and require Smad4 for expression

In the mouse embryo, cardiac mesoderm is formed from cells located in the posterior epiblast, which are exposed to Bmp4 secreted from the adjacent extra-embryonic ectoderm. However, in *in vitro* studies, cardiac mesoderm is commonly induced by activin A (ActA) and/or WNT signaling (Tosic et al., 2019; Zhao et al., 2019). We set out to generate cardiac mesoderm (ME) formation by exposing mESCs to Bmp4, thereby inducing processes occurring in the posterior PS (Fig. 1A; Fig. S1A,B). 

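RNA of F1G4 WT cells was sequenced in the ES state and on days 1, 2 and 3 of differentiation, with 2 samples per stage by their labels. Strand-specific ScriptSeq libraries were made from total RNA and sequenced paired-end. The authors aligned the reads with Hisat2 to the mm10 (GRCm38) mouse genome and computed FPKM with Cuffdiff on the refSeq annotation. The deposited table holds a single FPKM value for each of 24538 genes and each stage, and the legends describe such values as averages of 2 replicates. Spread between replicates and sequencing depth are therefore unknown, and none of the RNA-seq differences has a replicate check. At each stage 10418 to 10938 genes stood above FPKM 1, and the FPKM of all genes summed to 463808 to 512614. By the authors' rule a gene was counted as changed when its FPKM was above 1 in either group and its log2 ratio was above 1 or below −1. Relative to ES cells, 1493 of 11028 genes changed on day 1 (644 lower, 849 higher), 2656 of 11393 on day 2 (1035 lower, 1621 higher) and 3591 of 11554 on day 3 (1453 lower, 2138 higher). In number of genes, leaving out the FPKM minimum moved these counts most, to 3707, 4837 and 5485.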

The dynamics of marker gene expression reflected mesoderm formation in the embryo. The pluripotency genes *Dppa3*, *Sox2* and *Esrrb* were downregulated after day 1 (Fig. S1C), followed by upregulation of nascent mesoderm control genes *Nodal*, *Eomes*, *Mixl1*, *Wnt3* and *T* on day 2 and 3. 

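FPKM of *Dppa3* (6:122626424-122630271, mm10) fell from 218 in ES cells to 80.3, 34.6 and 16 on days 1, 2 and 3. *Sox2* (3:34649995-34652461, mm10) fell from 256 to 104, 21.5 and 20.4, and *Esrrb* from 70.2 to 5.22, 2.02 and 1.45 on the same days. The log2 ratios of day 1 to ES cells were −1.44 for *Dppa3*, −1.30 for *Sox2* and −3.75 for *Esrrb*. *Nodal* stood at 14.1 in ES cells, 9.91 on day 1, 32.1 on day 2 and 30.8 on day 3. *Eomes* (9:118478186-118486132, mm10) rose from 0.952 in ES cells to 2.38, 9.50 and 19.4, and *Mixl1* from 0.267 to 0.451, 1.13 and 15.6. *T* (17:8434423-8442496, mm10) rose from 0.0784 to 0.778, 43.5 and 320, and the log2 ratio of *Wnt3* on day 3 to ES cells was 8.30. Between ES cells and day 3 the median log2 ratio was −3.70 for 6 pluripotency genes named in the text and Fig. S1C and 5.42 for the 5 nascent mesoderm genes. The stage of highest FPKM of each gene was the same with FPKM rescaled to TPM and with all stages scaled to a median ratio of 1.

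**Figure D1:**
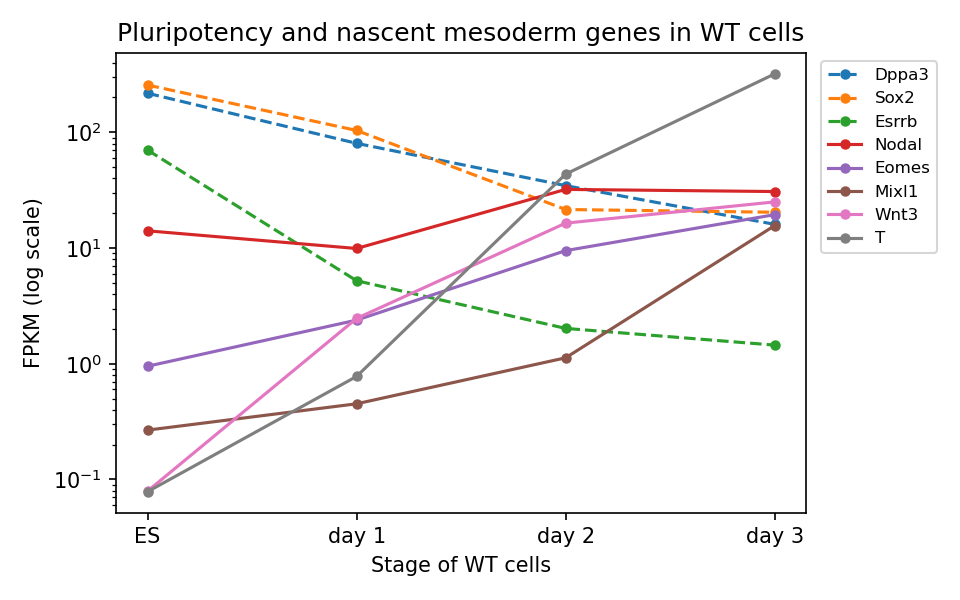
FPKM (log scale, vertical) of pluripotency genes (dashed lines) and nascent mesoderm genes (solid lines) in WT cells against stage of differentiation (horizontal), where each point is the single value per gene and stage. *Esrrb* drops from 70.2 to 1.45 while *T* climbs from 0.0784 to 320.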

The latter was paralleled by upregulation of the EMT genes *Zeb2* and *Snai1*, as well as of the lateral mesoderm and cardiac progenitor genes *Mesp1*, *Foxf1*, *Kdr*, *Gata4*, *Hand1*, and *Isl1* on day 4 (Fig. S1C,D). 

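From ES cells to day 3, FPKM of *Zeb2* rose from 0.292 to 2.40 (log2 3.04) and that of *Snai1* from 0.0787 to 0.587 (log2 2.90), with *Snai1* staying below FPKM 1. With a pseudocount of 0.1, as for all list medians, their median log2 ratio was 2.31. The RNA-seq table ends on day 3, so the day 4 values were not available. *Mesp1* (7:79792241-79793590, mm10) was listed at 0 in ES cells and on day 2 and reached 5.45 on day 3. On day 3 *Hand1* (11:57828713-57832147, mm10) stood at 20.5 and *Isl1* at 1.31, whereas *Foxf1* (0.716), *Gata4* (0.644) and *Kdr* (0.415) were below FPKM 1. For the 6 lateral mesoderm and cardiac progenitor genes the median log2 ratio on day 3 was 2.72 relative to ES cells and 1.83 relative to day 2.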

Neuroectoderm (e.g. *Sox1*, *Pax6*), endoderm (*Sox17*, *Sox7*), trophoblast (*Cga*, *Gcm1*), allantois (*Cdx4*, *Tie1*) and hematopoietic (*Tal1*, *Runx1*) lineage genes were not or hardly expressed, confirming the specificity of the approach (Fig. S1E). 

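Each of these 10 genes was below FPKM 1 on days 1, 2 and 3, and the highest value on these days was 0.746 for *Gcm1* on day 2. In ES cells *Pax6* (2:105668896-105698410, mm10) stood at 1.56, and the other genes were below FPKM 1. On day 3 FPKM was 0.192 for *Sox1*, 0.0469 for *Pax6*, 0.0797 for *Sox17*, 0.0443 for *Sox7* and 0.532 for *Gcm1*. It was 0.194 for *Cdx4*, 0.0461 for *Tal1* and 0.302 for *Runx1*, and *Cga* and *Tie1* were listed at 0. The median log2 ratio of the list from ES cells to day 3 was −0.44. From the absent or low expression of these lineage genes the paper concludes that the approach is specific for mesoderm.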

On day 6, around two-thirds (65.3%) of the cells expressed the cardiomyocyte-specific gene *Tnnt2* (Fig. S1F) and, on day 8, all of the colonies were contracting and expressed markers of committed cardiomyocytes, Actc1 and Myl7, reflecting the high efficiency of the differentiation scheme (Fig. S1G; Movie 1). Thus, our *in vitro* system faithfully copied mesoderm induction, EMT and cardiac mesoderm formation in the mouse embryo.

**Fig. 1.**
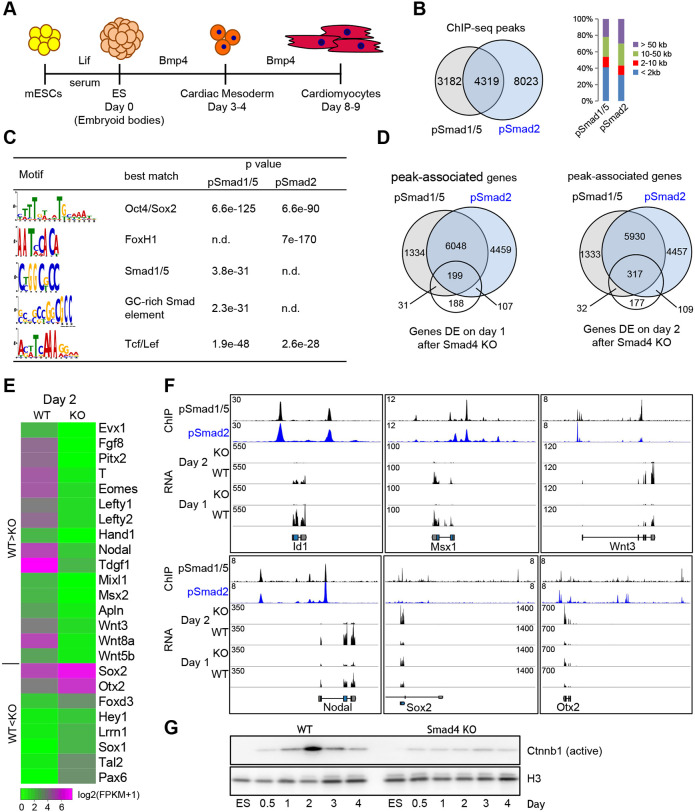
**Cardiac progenitor genes are co-bound by pSmad1/5 and pSmad2, and require Smad4 for expression.** (A) Schematic of the *in vitro* differentiation course of mESCs to cardiac mesoderm. ES refers to embryoid bodies stage. (B) Venn diagram showing overlap between pSmad1/5 and pSmad2 DNA binding sites in day 2 ME cells (left). Barplot shows the quantification of distances between binding sites and nearest gene promoters (right). (C) Top *de novo* motifs discovered at pSmad binding sites. n.d., not detected. (D) Venn diagram showing overlap between genes bound by pSmad1/5 and/or pSmad2, and genes differentially expressed between WT and *Smad4* KO cells at day 1 or day 2 of differentiation. (E) Heatmap representation of the expression of selected pSmad1/5/2 direct target genes in WT or *Smad4* KO cells at day 2 of differentiation (RNA-seq, average of two replicates). (F) Snapshots of ChIP-seq and RNA-seq tracks in WT or *Smad4* KO ME cells at selected genomic loci. See also Fig. S1 and Tables S1-S3. (G) Western blot analysis of time-dependent nuclear accumulation of active Ctnnb1 in WT and *Smad4* KO cells. Histone H3 (H3) served as loading control. See also Fig. S1 and Tables S1-3.

We assessed Smad1/5 and Smad2/3 activation by monitoring their phosphorylation levels, which peaked on day 2 or day 3, respectively (Fig. S1H). To gain insight into the mechanisms of SMAD-mediated transcriptional regulation, we first detected DNA binding sites (peaks) of Smad TFs in wild-type (WT) cells on differentiation day 2 (ME, day 2) using ChIP-seq, yielding 7575 phospho-Smad1/5 (pSmad1/5) and 12,423 phospho-Smad2 (pSmad2) peaks (Fig. S1I). Upon phosphorylation, pSmad1/5 and pSmad2/3 form complexes with Smad4, essential for regulation of target genes (Massague et al., 2005). Therefore, depletion of *Smad4* is expected to reduce or eliminate DNA-bound pSmad1/5 and pSmad2 complexes. Indeed, using Bmp4-treated *Smad4* knockout (KO) cells, we detected only 493 pSmad1/5 and 554 pSmad2 peaks. These peaks showed low peak-calling confidence and were excluded from further analyses (Fig. S1I). We found that 4418 (58%) of the 7501 pSmad1/5 and 8425 (68%) of the 12,342 pSmad2 peaks were located outside of gene promoters, indicating putative enhancer regions (Fig. 1B). To substantiate this assumption we plotted the corresponding profiles of enhancer-associated chromatin marks detected in the posterior PS of the embryonic day (E)7 mouse embryo (Yang et al., 2019; Fig. S1J,K). A large fraction of the promoter-far binding sites of pSmad1/5 and pSmad2 were flanked by H3K27Ac and H3K4me1 marks, confirming that the majority of pSmad binding sites in ME cells are located in active enhancers. pSmad1/5 and pSmad2 peaks were enriched in previously reported GC-rich Smad1 or FoxH1 motifs, respectively, validating the specificity of the antibodies (Morikawa et al., 2011; Fig. 1C). Notably, both peak sets displayed strong enrichment of the Tcf/Lef motif associated with WNT signaling. The Oct4/Sox2 motif was significantly enriched as well, pointing to occupancy of these enhancers by pluripotency factors before differentiation.

Next, we compared the target genes of the two SMAD pathways and assessed their biological functions using Gene Ontology (GO) term analysis. Whereas genes bound by either pSmad1/5 or pSmad2 were only enriched in GO terms associated with nervous system development, genes co-bound by both pSmad1/5 and pSmad2 were also enriched in WNT signaling, mesoderm and heart development, and EMT terms (Fig. 1D; Table S1). This suggests that induction of the cardiac mesodermal program and EMT is mediated by the integration of both BMP and Nodal signaling.

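*Smad4* KO cells were compared with WT cells of their own line on days 1 and 2. The KO line had been derived with Cre from mESCs with a floxed first exon of *Smad4*, on a 129S/SvEv × C57BL/6 background, and the labels give 1 sample for each line and day. Of the genes with FPKM above 1 in either group, 536 of 11232 (4.77%) were DE on day 1, with 271 lower and 265 higher in KO. On day 2, 635 of 10999 (5.77%) were DE, with 353 lower and 282 higher. As a yardstick, the WT cells of this line and F1G4 WT cells, scaled to a common median, differed by the same rule at 1254 of 11214 genes on day 1 and at 573 of 11183 on day 2. In 100 simulations of unchanged columns, noise was taken from the difference between these WT cells on day 2. There 699 to 849 genes were DE on day 1 and 670 to 812 on day 2. These numbers exceed the 573 genes of the difference that supplied the noise, so the simulations overstate it. The observed 635 genes of day 2 lay below the simulations but above 573, and the 536 of day 1 lay below both. Among DE genes with FPKM of at least 10 in the higher group, the lowest log2 ratios on day 1 were those of *Id1* (−5.17), *Xlr3a* (−4.00) and *Tdgf1* (−2.86), and the highest those of *Akr1b3* (2.89), *Fgf5* (2.39) and *Trp53i11* (2.25). On day 2 the lowest were those of *Fgf8* (−7.01), *Wnt8a* (−6.50) and *Tdgf1* (−5.82), and the highest those of *Pax6* (4.79), *Slc35d3* (3.81) and *Snora26* (3.16). Without the FPKM minimum the counts rose to 2012 on day 1 and 2247 on day 2, and higher genes became the majority on both days (967 lower and 1045 higher, 1079 lower and 1168 higher).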

We identified putative direct target genes of SMAD by intersecting pSmad1/5- and pSmad2-bound genes with genes differentially expressed (DE) between *Smad4* KO and WT ME cells. *Smad4* depletion disrupted the majority of pSmad1/5 and pSmad2 DNA binding (Fig. S1I), and neither Bmp4 nor ActA induced Eomes or T in KO cells (Fig. 1E; Fig. S1L). Therefore, in *in vitro* differentiated cells, loss of *Smad4* blocks both BMP and Nodal signaling, and thus allows the identification of direct target genes of both Smad1/5 and Smad2 (Fig. S1M).

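*Smad4* (18:73634790-73703791, mm10) was listed at FPKM 33.8 in WT and 39.4 in KO cells on day 1, and at 39.3 and 46.8 on day 2 (log2 0.22 and 0.25). The deletion of its first exon therefore cannot be read from the FPKM of the whole gene. Relative to WT, FPKM of *Eomes* was lower in *Smad4* KO cells on day 1 (2.35 in WT, 0.767 in KO, log2 −1.61) and on day 2 (24.8 in WT, 1.73 in KO, log2 −3.84). *T* was at 1.86 in WT and 0.839 in KO on day 1 (log2 −1.15), and at 26.6 and 0.891 on day 2 (log2 −4.90). With a pseudocount of 1 the day 1 log2 ratios shrank to −0.92 for *Eomes* and −0.64 for *T*, so that neither gene was DE on day 1, whereas *Eomes* on day 2 stayed DE at −3.24.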

Most putative direct targets were co-bound by pSmad1/5 and pSmad2 (Fig. 1D). Using GO term analysis, direct targets of pSmad1/5 and pSmad2 (Smad1/5/2) again were enriched in WNT signaling, mesoderm formation and heart development terms, whereas repressed targets were associated with nervous system development (Table S2). In contrast, direct target genes of either pSmad1/5 or pSmad2 alone did not show enrichment in any biological functions. Furthermore, the mesoderm control genes *Eomes*, *T*, *Tbx3*, *Fgf8*, *Mixl1*, *Evx1* and *Hand1*, and WNT family members *Wnt3*, *Wnt8a* and *Wnt5b* were among the most strongly activated Smad1/5/2 targets, and their expression was almost entirely abolished in *Smad4* KO cells. In contrast, the neural fate genes *Sox1*, *Sox2*, *Tal2* and *Pax6* were among the most strongly repressed Smad1/5/2 targets (Fig. 1E,F; Fig. S1M).

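On day 2 FPKM of *Fgf8* (19:45736491-45742941, mm10) was 19.8 in WT and 0.154 in *Smad4* KO cells. *Evx1* fell from 4.25 to 0.0101 (log2 −8.72), *Hand1* from 3.50 to 0.122 (log2 −4.84) and *Tbx3* from 1.88 to 0.106 (log2 −4.15). *Mixl1* fell from 1.07 to 0.0506 (log2 −4.40), but with a pseudocount of 1 its ratio was −0.98 and it was not DE. FPKM of *Wnt3* was 13.7 in WT and 1.25 in KO (log2 −3.45), that of *Wnt8a* 37.8 and 0.419, and that of *Wnt5b* 6.60 and 0.882 (log2 −2.90).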

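FPKM of *Pax6* on day 2 was 0.378 in WT and 10.4 in *Smad4* KO cells. *Tal2* rose from 0.447 to 9.06 (log2 4.34), *Sox1* from 0.302 to 3.58 (log2 3.56) and *Sox2* from 35.2 to 120 (log2 1.76). For 8 repressed genes named in the text and Fig. 1E the median log2 ratio was 1.96, and all of them were DE. *Otx2* and *Foxd3*, also in this list, had log2 ratios of 1.82 and 1.94.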

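In the WT time course FPKM of *Wnt3* (11:103774175-103818021, mm10) was 0.0794 in ES cells, 2.47 on day 1, 16.4 on day 2 and 25.0 on day 3. *Wnt8a* stood at 0.342 in ES cells and 0.847, 17.7 and 41.7 on days 1, 2 and 3, and *Wnt5b* at 0.259, 1.93, 8.71 and 17.8. In the *Smad4* line on day 1, FPKM of *Wnt3* was 7.83 in WT and 1.22 in KO cells (log2 −2.68).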

As *Wnt3* displayed transient upregulation during ME differentiation (Fig. S1C), and together with *Wnt8a* and *Wnt5b* was activated by Smads, we assessed whether all WNT signaling is abolished in the absence of SMAD signaling. We found that nuclear accumulation of active Ctnnb1 (β-catenin) peaked in day 2 WT ME cells and was strongly reduced in *Smad4* KO cells (Fig. 1G). Thus, in Bmp4-induced mesoderm WNT activation requires SMAD signaling.

The combined data demonstrate that during mesoderm formation *in vitro* Smad4 is essential for transcriptional activity of pSmad1/5 and pSmad2, and suggest a crucial role of pSmad1/5/2 cooperation in the activation of early cardiac progenitor and repression of neural genes.

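For the 17 activated genes named in the text and Fig. 1E, the median log2 ratio of *Smad4* KO to WT was −3.76 on day 2. The central range of 10000 random lists of genes of similar expression, without the tails, was −0.163 to 0.174. All 17 genes were DE on day 2. On day 1 the median was −2.49 and 13 of them were DE, while *Evx1*, *Fgf8*, *Mixl1* and *Apln* did not pass the rule. The 8 repressed genes had a median of 0.73 on day 1. The study picked both lists from these libraries, so the random lists give scale only. A pseudocount of 1 moved the day 2 medians most, to −2.70 for the activated and 1.75 for the repressed genes. From the combined binding and expression data the paper concludes that Smad4 is essential for transcriptional activity of pSmad1/5 and pSmad2, and it proposes that their cooperation is crucial for activating early cardiac progenitor genes and repressing neural genes.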

### Cardiac progenitor and cardiomyocyte formation require pSmad1/5, pSmad2/3, and WNT signaling

Next, we addressed the effects of BMP4 and Nodal signaling on *Wnt3* and *Nodal* induction by selectively inhibiting the Smad1/5 pathway with LDN193189 (LN), or the Smad2/3 pathway with SB431542 (SB) (Fig. S2A). *Wnt3* expression was abolished in LN-treated cells 1 day after BMP4 induction, whereas SB treatment reduced *Wnt3* levels only on day 2 (Fig. 2A). This result is corroborated by the observation that nuclear accumulation of Ctnnb1 on day 2 is reduced in LN- but not SB-treated cells (Fig. S2B). Our data is in agreement with the finding that recombinant Bmp4 is sufficient to induce *Wnt3* in isolated embryonic epiblast explants (Ben-Haim et al., 2006). We conclude that *Wnt3* is induced by Bmp4, possibly via the pSmad1/5 binding enhancer located in the second intron of the *Wnt3* gene (Fig. 1F).

**Fig. 2.**
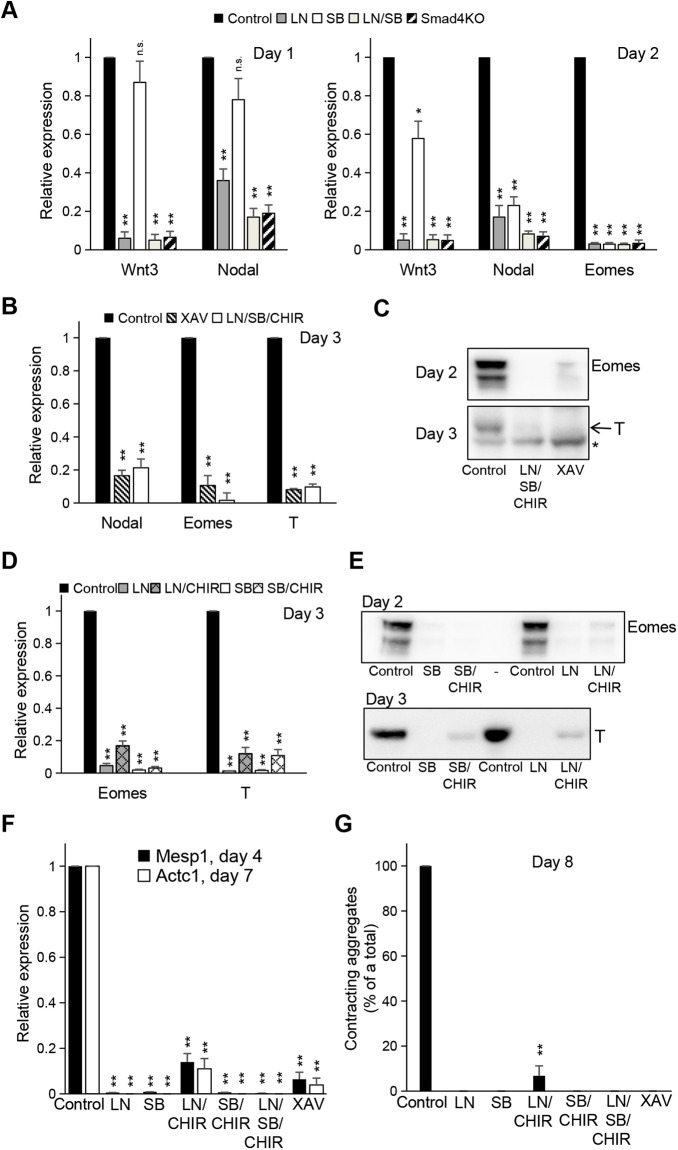
**Cardiac progenitor and cardiomyocyte formation require pSmad1/5, pSmad2/3 and WNT signaling.** (A) Barplots showing the expression of *Wnt3*, *Nodal* and *Eomes* in day 1 (left) and day 2 (right) ME WT cells (control) or in cells treated with 1 μM LDN193189 (LN), 10 μM SB431542 (SB), a combination of LN and SB, or in *Smad4* KO cells. For all qRT-PCR experiments total RNA was used, expression levels were calculated relative to the corresponding WT control (*n*=3). (B) Barplot displaying the expression of *Nodal*, *Eomes* or *T* in day 3 ME WT cells (control) or in cells treated with 10 μM XAV939 (XAV) or a combination of 1 μM LN, 10 μM SB and 5 μM CHIR99021 (LN/SB/CHIR) (*n*=3). (C) Western blot analysis of Eomes or T protein expressed in cells treated as in B. Asterisk indicates a background band. (D) Barplots of *Eomes* or *T* expression in day 3 ME WT cells (control) or in cells treated with 1 μM LN alone or with 5 μM CHIR (LN or LN/CHIR), with 10 μM SB alone or with 5 μM CHIR (SB or SB/CHIR). (E) Western blot analysis of Eomes or T protein expression in cells treated as in D. (F) Barplots showing the expression of *Mesp1* (day 4) or *Actc1* (day 7) in ME WT cells (control) or in cells treated with 1 μM LN alone or in combination with 5 μM CHIR (LN or LN/CHIR), with 10 μM SB alone or with 5 μM CHIR (SB or SB/CHIR), with a combination of 1 μM LN, 10 μM SB and 5 μM CHIR (LN/SB/CHIR), or with 10 μM XAV. (G) Barplot showing the fractions of contracting aggregates (% of total aggregates) at day 8 of differentiation. Cells were treated as in F and grown in 24-well plates. All aggregates in six wells were counted per treatment condition (*n*=6). See also Fig. S2. Data are mean+s.e.m. *P<5e-2, **P<1e-2 (paired two-tailed Student's *t*-test). n.s., not significant.

Similarly, *Nodal* expression is reduced in LN-treated cells on day 1 and further on day 2. In contrast, in SB-treated cells, *Nodal* is strongly reduced only on day 2 (Fig. 2A). Wnt3 has been shown to enhance *Nodal* expression in the epiblast (Ben-Haim et al., 2006). Accordingly, inhibition of WNT with XAV939 (XAV) resulted in reduced *Nodal* levels on day 3 (Fig. 2B). However, activation of WNT with CHIR99021 (CHIR) in the absence of SMAD signaling (LN/SB/CHIR) was not sufficient to restore *Nodal* expression (Fig. 2B). These data suggest that *Nodal* upregulation requires both BMP and WNT activity.

Both LN and SB treatment alone abolished *Eomes* expression on day 2, just as the *Smad4* KO did (Fig. 2A). Different inhibitors of BMP or Nodal signaling confirmed the effect (Fig. S2C). Thus, pSmad1/5 is required for *Eomes* expression. SB treatment did not affect pSmad1/5 or WNT activity (Fig. S2A,B). Therefore, our data confirm the previous finding that pSmad2/3 activity is essential for *Eomes* expression (Senft et al., 2018). Similarly, inhibition of WNT resulted in strongly reduced *Eomes* levels, whereas WNT activation upon SMAD inhibition with LN/SB was not sufficient to rescue *Eomes* expression (Fig. 2B,C). Thus, WNT signaling is also required but not sufficient for *Eomes* induction. Furthermore, activation of WNT signaling by CHIR in the presence of LN only slightly restored *Eomes* expression (Fig. 2D,E; Fig. S2D). Together, these data show that WT levels of *Eomes* expression require BMP signaling via pSmad1/5 and WNT signaling, in addition to pSmad2/3 activity.

Next, we assayed the effects of pSmad1/5, pSmad2/3 and WNT on *T* expression (Fig. 2B-E; Fig. S2D). Inhibition of either pathway alone resulted in strong downregulation of T on day 3, and WNT induction by CHIR was not sufficient to rescue T expression to WT expression levels in either LN- or SB-treated cells. Thus, proper *T* expression also requires pSmad1/5, pSmad2/3 and WNT signaling.

In line with these data, expression of the Eomes target and cardiac progenitor gene *Mesp1* (Saga et al., 2000), as well as of the cardiomyocyte-specific marker *Actc1*, were strongly downregulated by LN or SB treatment (Fig. 2F). However, LN/CHIR- or XAV-treated differentiated cells showed low levels of *Mesp1* and *Actc1* expression. Of note, none of these conditions yielded contracting aggregates on differentiation day 8, except for the control and for LN/CHIR treatment, the latter in about 10% of the colonies (Fig. 2G). This indicates that WNT signaling can partially compensate for the loss of BMP signaling in producing cardiac mesoderm, albeit at low efficiency compared with control conditions.

Together, our data demonstrate that activities of pSmad1/5 and WNT signaling are required for proper cardiac mesoderm induction and efficient differentiation into contracting cardiomyocytes, in addition to pSmad2/3.

### Smad TFs activate mesodermal enhancers

To gain insight into the mechanism of SMAD-mediated transcriptional regulation, pSmad1/5 and pSmad2 binding sites were examined for the chromatin accessibility state in day 2 ME cells. ATAC-seq profiling revealed that sites bound by pSmad1/5 alone had higher accessibility than those bound by pSmad2 (Fig. S3A). However, the strongest correlation between pSmad binding and chromatin opening was observed at sites co-occupied by pSmad1/5/2 (Fig. S3A). To examine the effect of pSmad binding on global chromatin accessibility, we compared ATAC-seq profiles in WT and *Smad4* KO ME cells on day 2 and detected a total of 4731 differentially accessible (DA) regions (Fig. S3B). To quantify the occupancy of TFs at DA regions we defined six groups. We detected DA regions bound by pSmad1/5-solo, pSmad1/5/2 or pSmad2-solo. The remaining DA regions were grouped into those bound by Oct4, Sox2 and Nanog (OSN) in mESCs, by one or two of these factors (O/S/N), or by none of the factors (None) (Fig. 3A). The majority of pSmad1/5-solo, pSmad1/5/2 or pSmad2-solo bound regions, but only a small fraction of O/S/N or OSN bound regions, were activated by Smads (Fig. 3B). Notably, DA sites were mainly located at distal putative enhancer regions [more than 10 kb from the transcriptional start site (TSS)] (Fig. S3C). We then plotted the TF occupancy and ATAC-seq density at pSmad1/5-solo, pSmad2-solo and pSmad1/5/2 regions in WT and *Smad4* KO ME cells (Fig. 3C). Activated regions were strongly bound by the corresponding Smad TFs at day 2 of differentiation, repressed regions displayed an enrichment of pluripotency TF binding in mESCs, suggesting that Smads repress OSN-occupied sites upon differentiation (Fig. 3C; Fig. S3D).

**Fig. 3.**
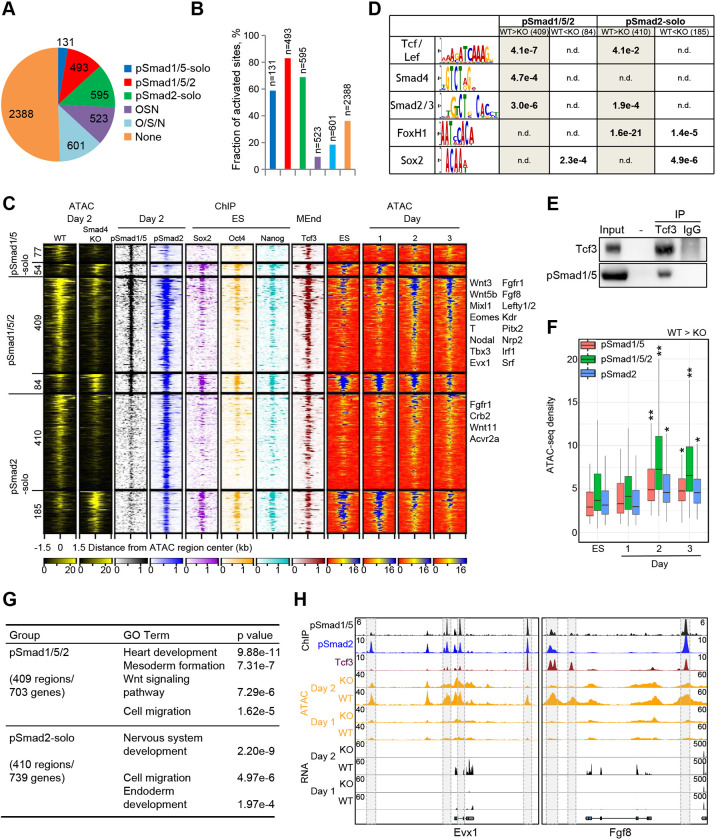
**Smad TFs activate mesodermal enhancers.** (A) Pie chart showing regions differentially accessible (DA) between WT and *Smad4* KO ME cells occupied by pSmad1/5 (Smad1/5-solo), pSmad1/5 and pSmad2 (pSmad1/5/2) or pSmad2 (pSmad2-solo) in day 2 ME cells, Oct4/Sox2 and Nanog (OSN), or any one or two of Oct4, Sox2 and/or Nanog (O/S/N) in ESCs, or none. (B) Barplot of the fractions of activated (WT>KO) DA regions in groups from A. (C) Clustered heatmaps of ATAC-seq reads in WT and *Smad4* KO day 2 ME cells, centered on DA regions, and corresponding heatmaps of ChIP-seq and ATAC-seq reads during differentiation. Clusters contain activated and repressed DA sites occupied by pSmad1/5-solo, pSmad2 or pSmad1/5/2. Selected genes bound by regions from corresponding clusters are listed on the right. (D) Motifs enriched in DA regions from the groups defined in C. n.d., not detected. (E) Western blot analysis of Tcf3 or pSmad1/5 in the input or eluates following immunoprecipitation with Tcf3 or IgG antibodies. (F) Boxplot of the quantification of normalized ATAC-seq density in groups containing activated DA sites defined in C during the differentiation course. *P<5e-6, **P<5e-10 (paired two-tailed Student's *t*-test). Boxplots show median values (middle bars) and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile ranges. (G) GO terms enriched among genes associated with activated pSmad1/5/2 or pSmad2-occupied DA regions. (H) Snapshots of pSmad1/5 or pSmad2 (day 2 ME), or Tcf3 (MEnd) ChIP-seq, ATAC-seq and RNA-seq tracks in WT or *Smad4* KO ME cells at selected genomic loci. Grey boxes highlight selected DA regions. See also Fig. S3 and Table S3.

To gain insight into the mechanism of SMAD-mediated opening of enhancers, we scanned the largest groups (Smad1/5/2 and Smad2-solo) for TF motifs and found that activated regions were enriched in SMAD and Tcf motifs, suggesting direct integration of TGFβ and WNT signaling (Fig. 3D). To substantiate this finding, we made use of Tcf3 ChIP-seq data derived from mesendodermal cells (Wang et al., 2017) and found that Tcf3 binding was strongly enriched at activated regions of the pSmad1/5/2 cluster (Fig. 3C; Fig. S3D). Notably, using immunoprecipitation we showed that pSmad1/5 and Tcf3 physically interact, suggesting that pSmad1/5 associates with Tcf3 at mesodermal and mesendodermal enhancers, and both cooperatively activate mesodermal gene expression (Fig. 3E).

We monitored the accessibility changes of SMAD-dependent DA regions by ATAC-seq on days 1 to 3 of the differentiation course (Fig. 3C). Activated loci exhibited low accessibility in ESCs and transiently opened during differentiation, reaching the peak on day 2, with the highest chromatin accessibility levels detected at pSmad1/5/2 sites (Fig. 3F). Compared with pSmad1/5/2 sites, the 410 pSmad2-solo sites displayed low levels of Tcf3 binding (Fig. S3D) and only a moderate increase in accessibility levels on day 2 (Fig. 3C,F). These sites were associated with 739 genes enriched in GO terms related to cell migration (49 genes), endoderm (9) and nervous system development (51) (Fig. 3G; Table S3). Most of the latter 51 genes were not expressed (Table S3), and the associated 52 sites displayed reduced accessibility compared with all other (358) pSmad2-solo regions (Fig. S3E). In contrast, genes associated with pSmad1/5/2 bound sites were enriched in mesoderm and heart development, and in WNT pathway GO terms (Fig. 3G). Genes coupled to activated Smad1/5/2/Tcf3 enhancers comprised nascent mesoderm control factors, such as *Eomes*, *T*, *Wnt3*, *Fgf8*, *Mixl1* and *Kdr*, strongly upregulated during early stages of differentiation (Fig. S1C) (Meilhac and Buckingham, 2018; Fig. 3C; Table S3). 

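In the WT time course the log2 ratio of day 3 to day 2 was 2.88 for *T*, 2.02 for *Fgf8*, 1.03 for *Eomes* and 0.61 for *Wnt3*. FPKM of *Fgf8* was 0.0172 in ES cells and 0.151, 13.7 and 55.3 on days 1, 2 and 3. *Kdr* (5:75932827-75979072, mm10) was at 0.188 in ES cells and stayed below FPKM 1 through day 3, although its log2 ratio of day 3 to day 2 was 2.97. *Mixl1* was higher on day 3 than in ES cells by a log2 ratio of 5.87.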

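On day 2 FPKM of *Id1* (2:152736251-152737410, mm10) was 16.1 in WT and 0.806 in *Smad4* KO cells (log2 −4.32). *Lefty1* fell from 12.1 to 1.20 (log2 −3.34) and *Lefty2* from 19.3 to 1.24 (log2 −3.96). *Axin2* fell from 9.72 to 0.945 (log2 −3.36), and *Nodal* (10:61417972-61425338, mm10) from 32.4 to 2.53 (log2 −3.68). *Irf1* was at 19.4 in WT and 5.35 in KO (log2 −1.86), and *Foxb1* at 1.43 and 0.0582 (log2 −4.62).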

The comparison of active enhancer-close genes with pSmad1/5/2 direct targets revealed 63 SMAD-activated genes (Fig. S3F,G) related by GO analysis to mesoderm development, WNT signaling and heart morphogenesis terms, comprising many of the most strongly activated mesodermal targets of pSmad1/5/2, e.g. *Id1*, *Eomes*, *T*, *Pitx2*, *Mixl1*, *Fgf8*, *Evx1*, *Lefty1/2*, *Wnt3*, *Wnt5b*, *Tbx3*, *Axin2*, *Nodal*, *Irf1* and *Foxb1* (Fig. 3H; Fig. S3H,I; Table S3).

To summarize, we show that upon cardiac mesoderm induction with BMP4, pSmad1/5 forms a complex with Tcf3, which co-localizes with pSmad2 at mesodermal enhancers. These enhancers are associated with the strongest direct targets of pSmad1/5/2 and undergo a SMAD-dependent opening during the course of differentiation, correlated with activation of mesodermal gene expression.

### Cooperation of BMP, Nodal and WNT signaling is pivotal to opening of mesodermal enhancers

We then set out to determine the specific roles for BMP, Nodal and WNT signaling in the activation of mesodermal enhancers. We chose to monitor accessibility levels of 409 DA Smad4-dependent enhancers, which are co-occupied by pSmad1/5, pSmad2 and Tcf3, and display the strongest opening during mesoderm formation (Fig. 3C,F). To assess the effect of WNT signaling, we induced WT and *Smad4* KO cells with BMP4 followed by inhibition of the WNT pathway with XAV, 18 h post induction. Quantification of the ATAC-seq density revealed that WNT inhibition significantly reduced enhancer accessibility; however, not to the level of the *Smad4* KO (Fig. 4A,C). Activation of WNT with CHIR in *Smad4* KO cells increased enhancer accessibility, but was not sufficient to restore accessibility to WT levels. Thus, binding of WNT effectors to mesodermal enhancers contributes to their opening, but without SMAD signaling is not sufficient to establish average accessibility levels equal to WT. This result is in line with our data showing only partial rescue of cardiac gene expression and cardiomyocyte differentiation by WNT signaling in the absence of pSmad1/5 activity (Fig. 2B-G).

**Fig. 4.**
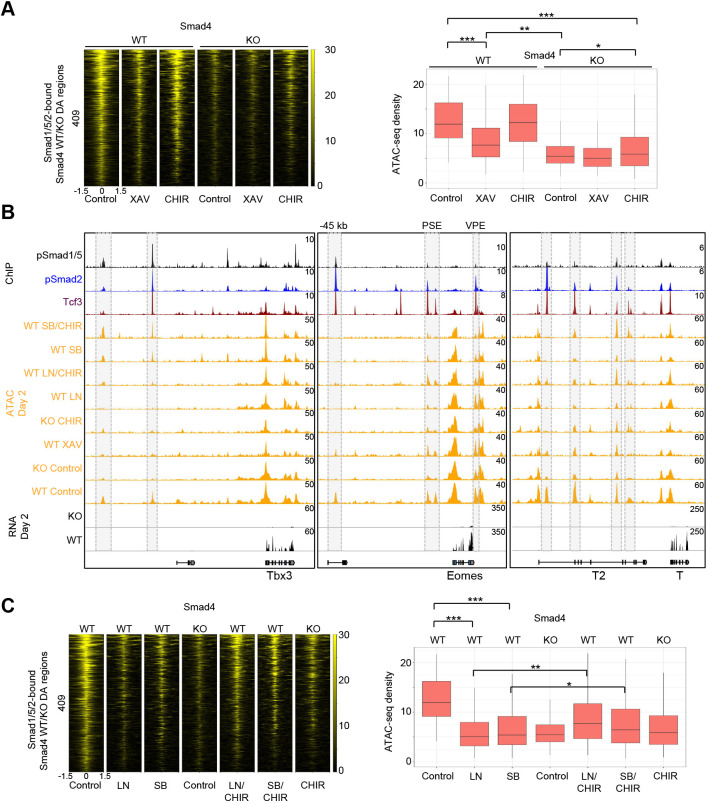
**Cooperation of BMP, Nodal and WNT signaling is pivotal to opening of mesodermal enhancers.** (A) Heatmap of ATAC-seq reads and boxplot showing quantification of normalized ATAC-seq density in WT and *Smad4* KO day 2 ME cells, centered on 409 differentially accessible (DA) regions occupied by pSmad1/5/2 as defined in Fig. 3C. Cells treated with 10 μM XAV (XAV), 5 μM CHIR (CHIR) and control cells are depicted. (B) Snapshots of pSmad1/5 and pSmad2 (day 2 ME) and Tcf3 (MEnd) ChIP-seq, ATAC-seq and RNA-seq tracks in WT or *Smad4* KO ME cells at selected genomic loci. Grey boxes highlight selected DA regions. (C) Heatmap of ATAC-seq reads and boxplot showing quantification of normalized ATAC-seq density in WT and *Smad4* KO day 2 ME cells, centered on the same regions as in A. Cells treated with 1 μM LDN193189 (LN) alone or in combination with 5 μM CHIR (LN or LN/CHIR), with 10 μM SB alone or together with 5 μM CHIR (SB or SB/CHIR), with 5 μM CHIR (CHIR) and with control cells are depicted. *P<5e-2, **P<5e-6, ***P<5e-10 (paired two-tailed Student's *t*-test). Boxplots show median values (middle bars) and first to third interquartile ranges (boxes); whiskers indicate 1.5× the interquartile ranges.

Furthermore, inhibition of either pSmad1/5 (LN) or pSmad2/3 (SB) resulted in closure of mesodermal enhancers, with average accessibility levels similar to *Smad4* KO (Fig. 4B,C). WNT activation in combination with individual pSmad1/5 (LN/CHIR) or pSmad2/3 (SB/CHIR) inhibition increased enhancer opening to some degree, but not sufficiently to achieve accessibility levels observed in control WT cells (Fig. 4B,C). Together, these results demonstrate that BMP and Nodal branches of SMAD signaling as well as WNT signaling are required for opening of mesodermal enhancers and subsequent induction of cardiac mesoderm.

### Upregulation of cardiac progenitor genes involves a positive feedback loop between Eomes and T

Above we showed that WNT and Smads cooperatively induce *Eomes* and *T* expression. Similar to their expression in the posterior part of the PS, *Eomes* and *T* expression patterns overlap *in vitro*, with *Eomes* reaching its highest levels on day 2 and *T* on day 3 (Fig. S1H). To provide insight into Eomes function on day 2, we first examined its DNA binding pattern, using *Eomes* KO cells to detect and discard false-positive peaks (Table S3). Eomes binding sites were enriched in Oct4/Sox2 and Eomes (T-box) motifs, and approximately half the Eomes peaks (5168) were localized at promoter-far sites (Fig. 5A). In the posterior PS of the E7 embryo these sites are associated with H3K27Ac and H3K4me1 marks, suggesting that they represent active and/or poised enhancers (Yang et al., 2019; Fig. S4A). We identified 371 putative direct target genes of Eomes on day 2 (Fig. S4B). 

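RNA of the *Eomes* KO line, made from F1G4 cells by removal of the promoter and first exon with double-nicking CRISPR/Cas9, was compared with F1G4 WT RNA on days 2 and 3. The labels give 1 KO sample per day. On day 2, 844 of 11226 genes (7.52%) were DE, with 468 lower and 376 higher in KO, and on day 3 the count was 1907 of 11629 (16.4%), with 1048 lower and 859 higher. Simulated unchanged columns, with noise taken from the difference between the WT lines on day 2, had at most 788 DE genes on day 2 and 786 on day 3. The WT lines differed more on day 1, at 1254 genes, which is above the 844 of day 2. FPKM of *Eomes* fell from 9.42 to 2.42 on day 2 (log2 −1.96) and from 20.3 to 0.276 on day 3 (log2 −6.20). By the same selection as for the *Smad4* KO, the lowest log2 ratios on day 2 were those of *H19* (−7.43), *Rplp2-ps1* (−4.40) and *Rpl37rt* (−3.49). These genes were DE and lower in all 6 F1G4-derived KO columns, the *T* KO included, so they are not particular to the loss of Eomes. The highest log2 ratios were those of the short RNA genes *Snord118* (4.84), *DQ267102* (4.63) and *Snora81* (4.06), and short RNAs as a set had a median log2 ratio of 2.50. On day 3 the lowest were those of *Eif3j1* (−11.11), *Amd1* (−10.02) and *Mixl1* (−9.83), although *Eif3j1* summed with its copy *Eif3j2* changed by −1.38 and *Amd1* summed with its copy *Amd2* by −0.80. The highest were those of *Irx3* (4.67), *Adnp* (4.17) and *Cxcl12* (3.17), where *Irx3* lies on chromosome 8, whose median gene was higher by 0.23. Without the FPKM minimum the counts rose to 2521 on day 2 and 3632 on day 3, where the day 3 majority changed to higher genes (1631 lower, 2001 higher). With a pseudocount of 1 the day 2 majority changed in the same way (168 lower, 208 higher). FPKM rescaled to TPM gave 1053 lower and 391 higher genes on day 2, and 812 lower and 2083 higher on day 3.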

Among the activated targets were cardiac progenitor genes *Fgf8*, *Hand1*, *Nrcam*, *Mixl1*, *Apln* (Meilhac and Buckingham, 2018), and genes involved in cell migration and circulatory system development, whereas repressed targets included the neural regulators *Sox2*, *Pax6*, *Tal2* and *Sox1*, and were most significantly enriched in the GO term central nervous system development (Fig. S4C,D).

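On day 2 FPKM of *Fgf8* was 13.6 in WT and 2.38 in *Eomes* KO cells (log2 −2.52), and *Hand1* fell from 8.59 to 1.71 (log2 −2.33). *Nrcam* (12:44328786-44605194, mm10) fell from 3.39 to 0.149 (log2 −4.51), *Apln* from 2.45 to 0.415 (log2 −2.56) and *Mixl1* from 1.11 to 0.416 (log2 −1.42), the last not DE with a pseudocount of 1 (−0.58). *Pax6* rose from 0.100 to 4.54 (log2 5.50), *Tal2* from 0.594 to 2.28 (log2 1.94) and *Sox2* from 21.3 to 51.6 (log2 1.27). *Sox1* rose from 0.200 to 7.17 (log2 5.16), on chromosome 8, whose median gene was higher by 0.18 in this comparison. For 13 activated genes named in the text and Fig. S4C the median log2 ratio was −1.85 (random lists, −0.390 to 0.264), and for 11 repressed genes it was 2.40 (random lists, −0.461 to 0.285). All genes of both lists were DE. Both lists were picked by the study as DE in these libraries, so the random lists give scale only. The activated list holds *Egr1* (−3.52), *Fos* and *Jun* (−1.19), which also belong to 17 immediate early genes with a median of −1.18.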

**Fig. 5.**
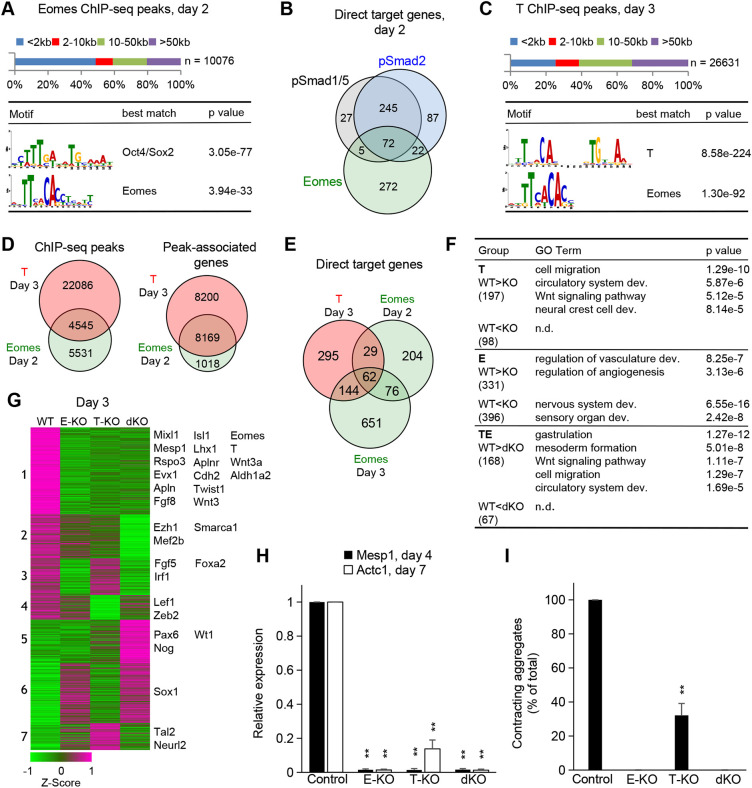
**Upregulation of cardiac progenitor genes involves a positive feedback loop between Eomes and T.** (A) Quantification of distances between Eomes binding sites in day 2 ME cells and nearest gene promoters (top). Top two *de novo* motifs discovered at Eomes binding sites (bottom). (B) Venn diagram displaying the overlap between the direct target genes of pSmad1/5, pSmad2 and Eomes at day 2. (C) Quantification of distances between T binding sites in day 3 ME cells and nearest gene promoters (top). Top two *de novo* motifs discovered at T binding sites (bottom). (D) Venn diagrams indicating the overlap between T and Eomes DNA binding sites or the overlap between genes bound by T and Eomes in ME cells. (E) Venn diagram showing overlap between T and Eomes direct target genes. (F) GO terms overrepresented in T, Eomes (E) and common (TE) day 3 direct target genes subdivided into activated (WT>KO) and repressed (WT<KO) groups. n.d., not detected. (G) K-means clustered heatmap representation of the expression of T and/or Eomes direct target genes in WT, *Eomes* KO (E-KO), *T* KO (T-KO) and double KO (dKO) day 3 ME cells. Selected genes from each cluster are listed on the right (RNA-seq, average of two replicates). (H) Barplot of the expression of *Mesp1* (day 4) and *Actc1* (day 7) in ME WT, E-KO, T-KO and dKO cells (*n*=3). (I) Barplot of the fractions (% of total) of contracting aggregates at day 8. Cells were treated as in H and grown in 24-well plates. All aggregates in six wells per treatment condition were counted. See also Fig. S4 and Table S3. Data are mean+s.e.m. **P<1e-2 (paired two-tailed Student's *t*-test).

The overlap of activity levels, similarities in biological functions of direct target genes and enrichment of the Oct4/Sox2 motif in the binding sites suggested that in day 2 ME cells Smads and Eomes function cooperatively. In support, Eomes has been shown to physically interact with Smad1/5 and Smad2/3 in differentiated human (h) ESCs (Faial et al., 2015). Accordingly, Eomes peaks showed significant overlap with pSmad peaks, and the majority of pSmad1/5/2-bound genes also displayed Eomes binding (Fig. S4E,F). Yet, the putative direct targets of pSmad1/5, pSmad2 and Eomes showed only a moderate overlap on day 2 (Fig. 5B), whereas on day 3 most of the Smad1/5/2 direct targets were associated with Eomes binding and were downregulated in *Eomes* KO cells (Fig. S4G,H; Table S3). 

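Of the 353 genes lower in *Smad4* KO cells on day 2, 105 (29.7%) were also lower in *Eomes* KO cells on day 2 and 126 (35.7%) on day 3. Binding data were not used, so these 353 genes are a wider set than the paper's direct targets, and the shares are not comparable with its statement. Among all examined genes, 4.17% were lower in *Eomes* KO on day 2 and 9.01% on day 3. A further 28 of the 353 genes were higher in *Eomes* KO on day 2, and 36 on day 3. For the 17 Smad4-dependent genes of Fig. 1E the median log2 ratio in *Eomes* KO was −0.27 on day 2, with 5 genes DE and lower, and −2.74 on day 3, with 14. In *Eomes* KO on day 3, FPKM of *Fgf8* was 1.24 (57.6 in WT, log2 −5.54), that of *Wnt3* 3.00 (26.1 in WT, log2 −3.12), and *Apln* had a log2 ratio of −6.10. *Hand1* was higher on day 3 (log2 1.56). The number of shared lower genes moved most with a pseudocount of 1 on day 2, to 44, and with FPKM above 5 on day 3, to 64. The paper proposes that Smads compensate for the loss of Eomes on day 2, when SMAD activity is at its maximum.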

We suggest that this moderate overlap on day 2 might be due to compensation of the loss of Eomes by Smads on day 2, when SMAD activity is at its maximum.

Next, to gain insight into the role of T in early cardiac mesoderm formation, we examined its DNA binding pattern in day 3 ME, using *T* KO cells to detect and discard false-positive peaks (Table S3). We detected 26,631 binding sites, of which 19,869 (74%) are located outside the promoter at putative enhancers, as supported by the enrichment of active enhancer chromatin marks associated with a large fraction of sites occupied by T in the PS of E7.5 embryos (Yang et al., 2019; Fig. 5C; Fig. S4I). 

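The *T* KO line was made from F1G4 cells in the same way as the *Eomes* KO line, and the labels give 1 sample per day. On day 3, 679 of 11239 genes (6.04%) were DE, with 441 (64.9%) lower and 238 higher in KO than in WT. This count lay within the 658 to 783 DE genes of simulated unchanged columns, whose noise was taken from the difference between the WT lines on day 2. It was above the 573 genes by which these WT lines themselves differed, so the simulations run high. FPKM of *T* fell from 323 to 3.00 on day 3 (log2 −6.75) and from 44.8 to 6.64 on day 2 (log2 −2.75). The lowest log2 ratios on day 3 were those of *Rspo3* (−9.04), *Arg1* (−8.80) and *Aplnr* (−8.11), and the highest those of *Rps27* (2.83), *Snord1b* (2.81) and *Rprl2* (2.73), with short RNAs higher as a set by a median of 1.09. On day 2 a larger number of genes was DE, 1775 of 11359 (15.6%), with 1128 (63.5%) lower and 647 higher (at most 797 DE genes in simulations). Most extreme on day 2 were *Gm10052* (−16.05), *Rnaset2a* (−15.88), *Hmga1b* (−14.64) and *Hist1h2ap* (16.68), followed among higher genes by *DQ267100* (5.95) and *Snord12* (4.55). Summed with a close copy, the log2 ratios were −0.25 for *Hmga1b*, 0.44 for *Hist1h2ap* and −6.08 for *Rnaset2a*. Without the FPKM minimum the counts rose to 2267 on day 3 and 3417 on day 2, and lower genes stayed the majority on day 3 under each alternative. On day 2 the majority changed to higher genes with FPKM rescaled to TPM (1083 lower, 1172 higher).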

We detected 530 putative direct targets of T (Fig. S4J), most of which were positively regulated, suggesting that at day 3 of differentiation T mainly acts as an activator of transcription (Fig. S4K). Activated T targets are involved in mesoderm development, WNT signaling, cell migration and circulatory system development, and include cardiac progenitor genes, e.g. *Eomes*, *Fgf8*, *Mixl1*, *Rspo3*, *Mesp1*, *Apln*, *Evx1*, *Lhx1*, *Isl1* and *Aldh1a2* (Fig. S4K,L).

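On day 3 FPKM of *Rspo3* (10:29453106-29535867, mm10) was 17.6 in WT and 0.0335 in *T* KO cells, that of *Mixl1* 15.8 and 0.105 (log2 −7.23) and that of *Fgf8* 55.7 and 16.8 (log2 −1.73). *Apln* fell from 25.9 to 1.33 (log2 −4.28), *Evx1* from 4.96 to 0.372 (log2 −3.74) and *Lhx1* from 1.27 to 0.0292 (log2 −5.45). *Isl1* fell from 1.32 to 0.18 (log2 −2.88) and *Aldh1a2* from 1.02 to 0.0472 (log2 −4.44), and with a pseudocount of 1 neither was DE (−0.98 and −0.95). The median log2 ratio of the 10 genes, *Eomes* and *Mesp1* included, was −3.42 (random lists, −0.288 to 0.26), and all of them were DE. These genes were picked by the study as DE in these libraries, so the random lists give scale only. From the predominance of positively regulated targets the paper proposes that T acts mainly as an activator on day 3.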

Apart from the palindromic T motif, T peaks were also strongly enriched in the Eomes motif (Fig. 5C). The comparison of their DNA occupancy revealed that 4545 (45%) of Eomes day 2 peaks were also occupied by T on day 3 (Fig. 5D). Moreover, 8169 (88%) of Eomes-bound genes were also bound by T. We found 91 direct targets that were common between Eomes on day 2 and T on day 3, and another 144 on day 3 (Fig. 5E). 

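Without the binding data, 165 genes were DE in the same direction in *Eomes* KO cells on day 2 and *T* KO cells on day 3, and 37 in opposite directions. On day 3, 417 genes were DE in the same direction in both KO lines (316 lower, 101 higher), which were 61.4% of the *T* KO genes and 21.9% of the *Eomes* KO genes, and 14 were DE in opposite directions. Both day 3 comparisons use the same WT samples, which alone creates shared genes. In 100 simulations of unchanged KO columns that kept this sharing, the day 3 pair shared a median of 241 and at most 275 genes, and the pair from different days a median of 37 and at most 54. Noise in the simulations was taken from the difference between the WT cells of the F1G4 and *Smad4* lines on day 2. Requiring FPKM above 5 moved the observed overlaps most, to 86 for the pair from different days and 173 on day 3.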

Unique T or Eomes targets were associated with distinct but related functions (Fig. 5F). Genes co-activated by T and Eomes play a role in gastrulation, mesoderm formation, cell migration, WNT signaling pathway and circulatory system development. These common direct targets comprise most of the cardiac mesoderm regulators, among them Mesp1, the expression of which depends on both Eomes and T (Fig. S4H). 

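*Mesp1* was listed at 0 on day 3 in both *Eomes* KO and *T* KO cells, with FPKM of 5.68 and 5.49 in the WT columns of the same tables. On day 2 it was listed at 0 in WT and *T* KO cells, so no change could be read there.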

Our data indicate that in day 3 ME cells, Eomes and T function mostly cooperatively, but have additional separate roles.

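The *Eomes*/*T* dKO line was made from *Eomes* KO cells with the approach used for the *T* KO, and the labels give 1 sample each on days 2 and 3. On day 3, 1266 of 11473 genes (11.0%) were DE relative to WT, with 634 lower and 632 higher, and on day 2 the count was 894 of 11195 (7.99%), with 504 lower and 390 higher. Simulated unchanged columns, as for the single KOs, had at most 776 DE genes on day 3 and 795 on day 2. The 894 genes of day 2 lay below the 1254 that differed between the WT lines on day 1. FPKM of *Eomes* fell from 20.2 to 0.346 on day 3 (log2 −5.87) and from 9.40 to 1.24 on day 2 (log2 −2.92). *T* fell from 332 to 1.93 on day 3 (log2 −7.43) and from 43 to 2.77 on day 2 (log2 −3.96). Beside *T*, the lowest log2 ratios on day 3 were those of *Arg1* (−8.96) and *Aplnr* (−8.85), and the highest those of the short RNA genes *Snord83b* (6.00), *Snora81* (5.34) and *Snord118* (5.11), where short RNAs as a set had a median of 3.31. On day 2 *H19* (−6.78) and *Rplp2-ps1* (−5.30) were lowest beside *T*, and *Snord118* (5.01), *Snord16a* (4.97) and *DQ267102* (4.29) highest. *H19* and *Rplp2-ps1* were DE and lower in all 6 F1G4-derived KO columns. Without the FPKM minimum the counts rose to 2877 on day 3 and 2544 on day 2. With a pseudocount of 1 the day 2 majority changed to higher genes (170 lower, 234 higher). FPKM rescaled to TPM moved it the other way (1869 lower, 279 higher).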

To address the mechanism of cooperative target gene regulation, we identified DE genes between day 3 *Eomes*/*T* double KO (dKO) and WT cells. T- and Eomes-bound DE genes in dKO cells (1018 genes) were grouped in seven clusters based on their expression patterns in WT, single and double KO cells (Fig. 5G; Table S3). Genes in clusters 3 and 6 are regulated by Eomes alone. 

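Of the 634 genes lower in dKO cells on day 3, 120 (18.9%) were lower in *Eomes* KO alone, 47 (7.41%) in *T* KO alone, 262 (41.3%) in both and 205 (32.3%) in neither. Of the 632 higher genes, 189 (29.9%) were higher in *Eomes* KO alone, 55 (8.70%) in *T* KO alone, 68 (10.8%) in both and 320 (50.6%) in neither. FPKM of *Fgf5* on day 3 was 27.1 in WT and 1.15 in *Eomes* KO (log2 −4.57), against log2 ratios of 0.22 in *T* KO and −2.74 in dKO. *Irf1* fell from 79.9 to 10.3 in *Eomes* KO (log2 −2.95) and changed by −0.25 in *T* KO and −2.42 in dKO. Requiring FPKM above 5 lowered the number of genes higher in *Eomes* KO alone to 49 and that of genes higher in both single KOs to 18.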

Clusters 2, 4, 5 and 7 contain genes that are similarly either activated or repressed by Eomes or T. Repressed genes in cluster 5 include the neural fate marker *Pax6* and the Bmp4 inhibitor *Nog*. 

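On day 3 FPKM of *Pax6* was 0.0488 in WT and 4.03 in dKO cells (log2 6.37), 0.691 in *Eomes* KO (log2 3.82) and 0.141 in *T* KO (log2 1.57), so that it passed the DE rule in dKO only. With FPKM rescaled to TPM, *Pax6* also passed it in *Eomes* KO (4.10). *Nog* (11:89300638-89302559, mm10) rose from 1.50 to 3.11 in dKO (log2 1.05), changed by −0.14 in *Eomes* KO and fell from 1.46 to 0.709 in *T* KO (log2 −1.04). The call of *Nog* in *T* KO was lost with a pseudocount of 0.1 (−0.95) or 1 (−0.52), and its call in dKO was lost with a pseudocount of 1 (0.72) or TPM (0.94). *Wt1* rose from 1.17 to 3.16 in dKO (log2 1.43) and was not DE in *Eomes* KO (0.51) or *T* KO (0.69).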

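For 16 genes named in the text and in Fig. 5G, among them *Mesp1*, *Mixl1*, *Rspo3*, *Evx1* and *Aplnr*, the median day 3 log2 ratio to WT was −5.12 in *Eomes* KO, −3.63 in *T* KO and −3.59 in dKO cells, with a pseudocount of 0.1. The central range of random lists of similar expression was −0.343 to 0.43 in *Eomes* KO, −0.217 to 0.194 in *T* KO, and −0.313 to 0.298 in dKO. All 16 genes were DE in each single KO, and 15 in dKO, where *Twist1* (FPKM 4.62 in WT, 4.36 in KO, log2 −0.08) was not. The study picked these genes from the same libraries. With a pseudocount of 1 the medians were −2.75 in *Eomes* KO, −1.97 in *T* KO and −2.27 in dKO.

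**Figure D2:**
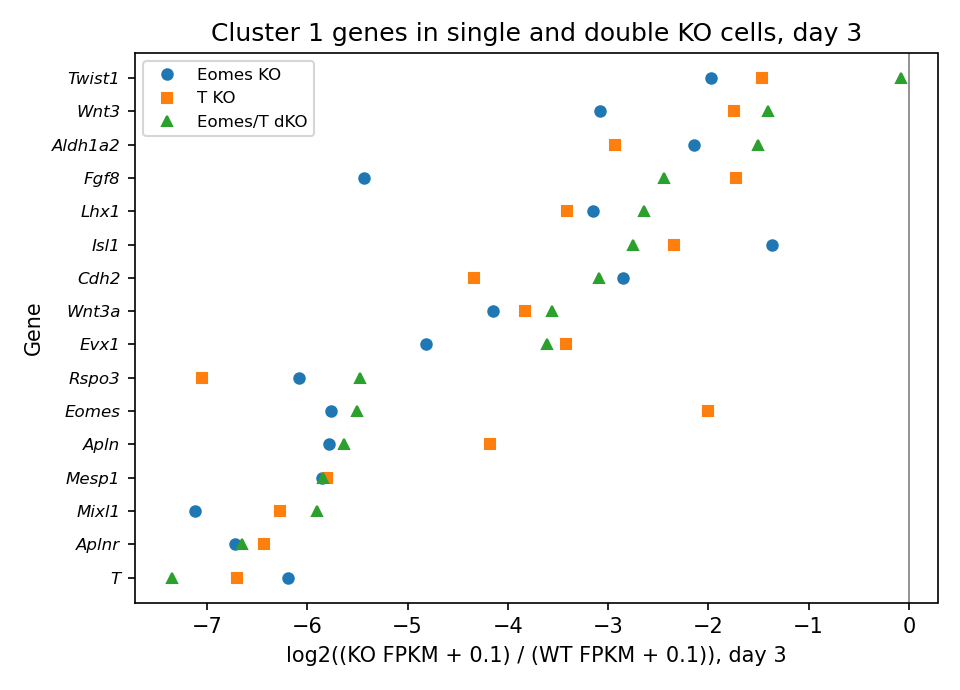
Day 3 log2 ratios of KO to WT FPKM, each with 0.1 added (horizontal), of 16 genes (vertical) in *Eomes* KO (circles), *T* KO (squares) and *Eomes*/*T* dKO cells (triangles), where each point is a single value. *Mesp1* was listed at 0 in each KO line, so its ratios (−5.85, −5.81 and −5.85) are set by the 0.1 added and do not compare the lines. *Twist1* ranged from −1.98 in *Eomes* KO to −0.08 in dKO.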

Cluster 1 genes require the activity of both Eomes and T, as either KO alone causes downregulation relative to WT to a similar degree as observed in dKO. These include most of the crucial cardiac progenitor genes, such as *Mesp1*, *Eomes*, *T*, *Mixl1*, *Fgf8*, *Wnt3*, *Evx1*, *Isl1* and *Aldh1a2.* In contrast, *Foxa2*, expressed in a small subpopulation of early cardiovascular progenitors as well as other cell types, is regulated by Eomes alone, in line with roles for Eomes and Foxa2 in endodermal lineage specification (Burtscher and Lickert, 2009; Bardot et al., 2017; Fig. 5G). 

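Beyond *Eomes* and *T* themselves, FPKM of *Mixl1* on day 3 was 0.0179 in *Eomes* KO and 0.173 in dKO cells (16.3 and 16.2 in WT). *Fgf8* was lower in dKO by log2 −2.45 (57.4 in WT, 10.5 in KO), and *Wnt3* by −1.76 in *T* KO and −1.42 in dKO. For *Evx1* the log2 ratios were −5.91 in *Eomes* KO and −3.97 in dKO. *Isl1* had log2 ratios of −1.54 in *Eomes* KO and −3.53 in dKO, and *Aldh1a2* of −2.70 and −1.79. With a pseudocount of 1 neither *Isl1* (−0.69) nor *Aldh1a2* (−0.82) was DE in *Eomes* KO, and *Aldh1a2* (−0.65) was not DE in dKO. *Mesp1* was also listed at 0 in dKO. FPKM of *Foxa2* (2:148042877-148046969, mm10) was 4.71 in WT and 0.0791 in *Eomes* KO (log2 −5.89), 0.310 in dKO (log2 −3.91) and 2.80 in *T* KO, where it was not DE (log2 −0.70). As either KO alone lowers cluster 1 genes about as far as dKO, the paper concludes that they require both Eomes and T.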

Of note, we show here that the cardiac lineage TF Mesp1 requires both Eomes and T for its full activation (Fig. 5G,H). Importantly, Eomes and T directly upregulate each other in day 2 and day 3 ME cells (Fig. 5G; Fig. S4M). Nevertheless, downregulation of Eomes in *T* KO cells is not complete (Fig. S4M), and differentiated *T* KO cells express *Actc1*, but at a low level, and only 30% of the colonies are contracting on day 8 of differentiation, suggesting that cardiac mesoderm formation is affected by loss of T (Fig. 5H,I).

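On day 3 FPKM of *T* fell from 334 in WT to 4.46 in *Eomes* KO cells (log2 −6.23). On day 2 it fell from 43.1 to 22.3, and the log2 ratio of −0.95 did not pass the DE rule, whereas with FPKM rescaled to TPM it did (−1.16). FPKM of *Eomes* on day 2 was 9.81 in WT and 24.7 in *T* KO cells (log2 1.33). In WT cells of the *Smad4* line it was 24.8 on day 2, so WT lines differ by as much.

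**Figure D3:**
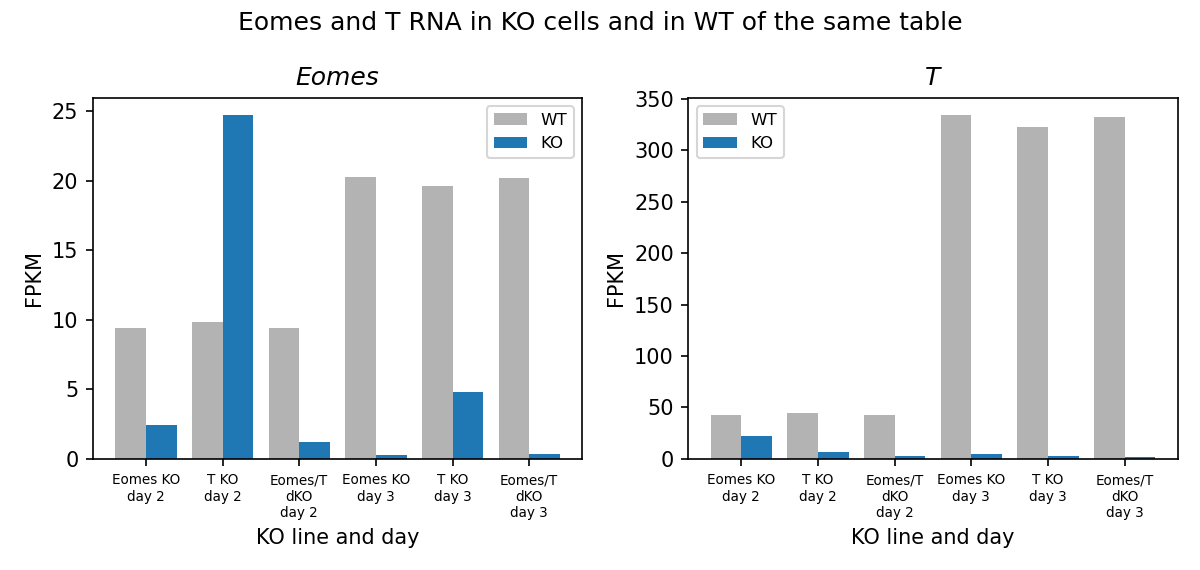
FPKM (vertical) of *Eomes* (left) and *T* (right) in WT (grey) and KO cells (blue) of the same table for each KO line and day (horizontal), where each bar is a single value. *Eomes* is higher in *T* KO than in WT on day 2 (24.7 against 9.81), and *T* in *Eomes* KO stands at 22.3 on day 2 and 4.46 on day 3.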

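On day 3 FPKM of *Eomes* in *T* KO cells was 4.83 against 19.6 in WT (log2 −2.02).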

In summary, we show that in Bmp4-induced cardiogenic mesoderm Eomes activates and forms a positive feedback loop with T. They control partially overlapping sets of target genes. Our data confirm the pivotal role of Eomes for proper cardiac mesoderm development, but in addition suggest an important novel role for T, as major cardiac progenitor genes including *Mesp1* require both TFs for WT expression levels, and the *T* KO impairs cardiomyocyte development *in vitro*.

### Eomes and T cooperatively activate mesoderm enhancers

Recent studies have shown that T is required for chromatin remodeling of neuro-mesodermal progenitors (NMPs), and that Eomes and T open chromatin in mesendodermal cells (Tosic et al., 2019; Koch et al., 2017). To examine whether Eomes and T remodel chromatin in early cardiac lineage cells, we performed ATAC-seq in *Eomes* KO, *T* KO and dKO cells. Individual ablation of *Eomes* or *T* resulted in 4361 or 5366 DA regions, respectively, whereas dKO changed the accessibility of more than 12,000 sites, emphasizing Eomes/T cooperation (Fig. 6A; Fig. S5A-D). A large fraction of the DA regions was bound by Eomes and/or T, suggesting that their accessibility is controlled by these TFs directly (Fig. 6B). Notably, the vast majority of activated DA sites were located outside of gene promoters at putative distal (>10 kb) enhancer regions (Fig. S5A-D). Thus, Eomes and T cooperatively regulate the accessibility of a set of putative enhancers, of which the majority become active.

**Fig. 6.**
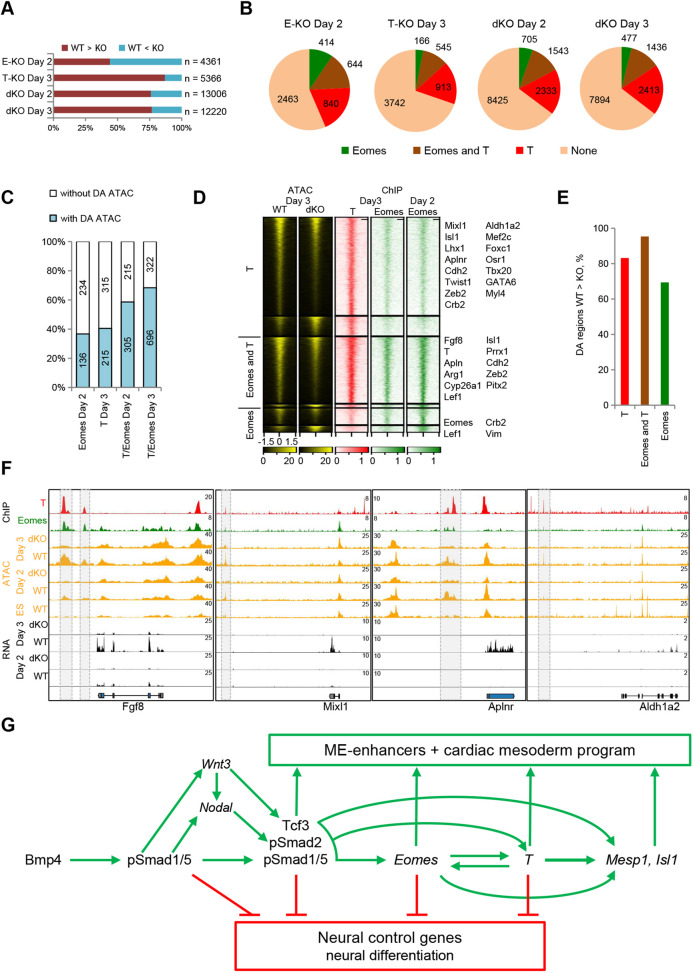
**Eomes and T cooperatively activate mesoderm enhancers.** (A) Quantification of the fractions of activated (WT>KO) or repressed (WT<KO) differentially accessible (DA) regions in *Eomes* KO (E-KO), *T* KO (T-KO) and double KO (dKO) ME cells. (B) Pie charts showing occupation of DA regions between WT and E-KO, T-KO or dKO ME cells by Eomes, T or both. (C) Barplot of the fractions and number of Eomes, T, or T/Eomes direct targets bound by regions DA between WT and E-KO, T-KO or dKO ME cells. (D) Clustered heatmaps of ATAC-seq reads in WT or dKO day 3 ME cells, centered on DA regions, and corresponding heatmaps of ChIP-seq reads. Clusters contain activated or repressed DA sites occupied by T, Eomes or both. Selected genes bound by regions from corresponding clusters are listed on the right. (E) Barplot showing fractions of activated (WT>KO) DA regions between WT and dKO day 3 ME cells occupied by T, Eomes or both. (F) Snapshots of ChIP-seq, ATAC-seq and RNA-seq tracks in WT or dKO ME cells at selected loci. Gray boxes highlight selected DA T- and/or Eomes-bound enhancers. (G) Schematic model of the regulatory network orchestrating cardiac mesoderm formation. See also Fig. S5 and Table S3.

To assess the functional relevance of Eomes/T-mediated enhancer accessibility regulation, we determined the fraction of direct target genes located next to DA sites. Although 37% (136 out of 370) of Eomes and 41% (215 out of 530) of individual direct T targets were located next to DA regions, for common targets there was an increase to 59% (dKO day 2; 305 out of 520) on day 2 and to 68% (dKO day 3; 696 out of 1018) on day 3, further supporting the finding of Eomes/T cooperation, in particular in day 3 ME cells (Fig. 6C). The majority of DA regions occupied by Eomes and/or T displayed positive regulation (Fig. 6D,E). Among the genes associated with the activated enhancer regions were cardiac progenitor (*T*, *Fgf8*, *Mixl1*, *Nanog*, *Lhx1*, *Lef1*, *Apln* and *Isl1*) and EMT (*Twist1*, *Prrx1*, *Crb2*, *Cdh2* and *Zeb2*) genes (Fig. 6D; Table S3). Of note, activated enhancers occupied by T were associated with markers of further differentiated cardiac mesoderm (*Gata6*, *Tbx20*, *Myl4*), suggesting that T might poise these enhancers for subsequent activation (Fig. 6D). While most of the T or Eomes activated regions are already open in ESCs, they undergo transient T and/or Eomes-dependent increase in accessibility during differentiation (Fig. 6F; Fig. S5E,F). Thus, in early cardiac progenitor cells, the majority of direct Eomes and T target genes, including cardiac progenitor genes, are regulated by individual or cooperative activation of enhancers by T and/or Eomes.

## DISCUSSION

Here, we present the regulatory network controlling the first stages of cardiac mesoderm formation induced by Bmp4 in murine ESCs (Fig. 6G). We show that the Bmp4 effectors Smad1/5 are the prime TFs initiating the process, comprising a double feedforward mechanism involving WNT and Nodal signaling followed by *Eomes* activation, and a positive feedback loop between Eomes and T, finally resulting in activation of *Mesp1* and the cardiac lineage program.

In the mouse embryo, cardiac mesoderm specification is initiated in epiblast cells located in the proximal PS, which are exposed to BMP4 signals secreted by the neighboring extra-embryonic ectoderm and express low Nodal activity. Bmp4 and Nodal activate Smad1/5 and Smad2/3, respectively, which form active TFs by hetero-trimerization with Smad4. Although Smad4 plays a central role in TGFβ signaling *in vitro*, its requirement for cardiac mesoderm formation in mouse embryos has been challenged (Chu et al., 2004; Sirard et al., 1998; Xu et al., 2019). Here, we show that cells lacking *Smad4*, irrespective of induction by Bmp4 or by ActA, fail to express mesodermal factors *in vitro* (Fig. 1E; Fig. S1L). Furthermore, *Smad4* ablation greatly reduced DNA binding of both pSmad1/5 and pSmad2 (Fig. S1I). These results underline the essential role of *Smad4* in BMP and Nodal signaling during cardiac mesoderm formation. In agreement with our results, *Smad4* has also been shown to be required for cardiac differentiation in hESCs (Xu et al., 2019). In sharp contrast, cardiac lineage specification and formation of a rudimentary heart structure was not prevented by conditional Sox2-driven depletion of *Smad4* in the mouse epiblast (Chu et al., 2004). However, Smad4 loss in mutant embryonic cardiac mesoderm has not been checked in this experiment, leaving the possibility that the conditional KO was not sufficiently effective. Alternatively, the discrepancy between our *in vitro* and the *in vivo* data might be explained by the fact that the PS of conditional *Smad4* KO embryos expresses *T*, indicating that WNT signaling is active in the mutant (Chu et al., 2004), in line with the expression of *T* in *Smad1/5* double KO cells upon induction of WNT signaling (Fernandes et al., 2016). *Eomes* expression has not been examined in this context either. But as we have shown here, Eomes and T control each other in early cardiac mesoderm *in vitro*. Thus, it is conceivable that in the conditional *Smad4* mutant embryo T might activate Eomes to sufficient levels allowing at least some cardiac mesoderm to form. Alternatively, T might be able to activate early cardiac mesoderm genes by itself and partially compensate for a possible lack of Eomes. The latter mechanism has been shown for ActA-induced mesendoderm (Tosic et al., 2019). In any case, the fact that *Smad4* KO embryos develop only a rudimentary heart indicates that loss of SMAD activity does have a dramatic effect on heart development *in vivo* (Chu et al., 2004).

The requirement of Nodal and Smad2/3 in cardiac mesoderm specification is well established, whereas the role of Bmp4-activated Smad1/5 has not been well understood, mainly due to the lack of double *Smad1/5* mutant embryos. Genetic studies have shown that Bmp4 activates WNT signaling in the PS *in vivo* (Ben-Haim et al., 2006). Similarly, in a previous study, Bmp4-treated ESCs formed posterior PS-like cells, accompanied by enhanced *Wnt3* and *Nodal* expression *in vitro* (Nostro et al., 2008). Using selective inhibitors for the two SMAD branches, we show here that it is pSmad1/5 that specifically activates expression of *Wnt3* and *Nodal* at the early stages of cardiac mesoderm specification (Figs 1F, 2A).

We observed that pSmad1/5 and pSmad2 co-localize with the WNT effector Tcf3 at enhancers of cardiac progenitor genes (Fig. 3C). It has been shown in hESCs that, upon PS induction, Smad2 interacts with Ctnnb1 (Funa et al., 2015), and that Smad2/3 and Tcf3 converge on regulatory regions of mesendodermal genes in mESCs (Wang et al., 2017). Moreover, Smad2/3-bound enhancer regions displayed opening during ESC differentiation (Senft et al., 2018; Xu et al., 2018). We report here that in Bmp4-induced mESCs pSmad1/5 physically interacts with Tcf3, and that the opening of mesodermal enhancers co-occupied by pSmad1/5/Tcf3 complexes coincides with pSmad1/5 and WNT activity (Figs 3E, 4A-C). We found that inhibition of BMP signaling by LN only led to partial opening of mesodermal enhancers, low level expression of *Eomes*, *T* and *Mesp1*, and very low efficiency of functional cardiomyocyte formation (Figs 2D-G, 4B,C). However, opening of mesodermal enhancers to WT levels, proper induction of the cardiac mesoderm fate and efficient formation of cardiomyocytes does not occur without concurrent pSmad1/5, pSmad2/3 and WNT activity (Figs 2D-G, 4A-C).

Previous approaches of *in vitro* differentiation of ESCs to cardiac mesoderm have employed ActA, Activin/BMP or WNT signaling (Tosic et al., 2019; Zhao et al., 2019; Kattman et al., 2011; Yoney et al., 2018; Kim et al., 2015). ActA has been shown to activate expression of *Wnt3* (Yoney et al., 2018), and induction of WNT signaling resulted in expression of ligands and receptors of both Nodal and BMP pathways (Kim et al., 2015). Thus, apparently all induction schemes involve all three pathways in one way or another.

Several enhancers controlling *Eomes*, in particular the proximal enhancers PSE and VPE, and an enhancer located 45 kb upstream of the *Eomes* promoter, have been identified in endoderm cells (Simon et al., 2017). PSE was dispensable, and VPE deletion resulted in markedly reduced *Eomes* expression, suggesting that optimal *Eomes* expression requires additional enhancers (Simon et al., 2017). In ME cells, we found that VPE was still accessible upon depletion of SMAD and/or WNT signaling (Fig. 4B). In contrast, the −45 kb enhancer, which displayed the strongest binding of pSmad1/5 and pSmad2 at the *Eomes* locus, was closed upon ablation of *Smad4* as well as by inhibition of pSmad1/5 or pSmad2/3 activity, and its accessibility was reduced upon inhibition of WNT signaling (Fig. 4B). Collectively, these findings suggest that in Bmp4-induced nascent mesoderm, pSmad1/5, pSmad2 and WNT signaling together activate *Eomes* transcription via the −45 kb enhancer.

*Eomes* plays essential roles in several embryonic and extra-embryonic tissues, and its specificity is conferred upon by context-dependent cooperation with other TFs (Russ et al., 2000; Arnold et al., 2008; Costello et al., 2011; Nowotschin et al., 2013; Alexanian et al., 2017). In the anterior PS, Eomes cooperates with Smad2/3 to promote mesendoderm and definitive endoderm formation (Costello et al., 2011; Simon et al., 2017; Chia et al., 2019). In hESC-derived mesoderm, Eomes physically interacts with Smad1/5 and Smad2/3 (Faial et al., 2015). Here, we show that in ME cells, pSmad1/5, pSmad2 and Eomes cooperate to promote the cardiac fate, and on day 2 SMAD activity is sufficient to compensate for the loss of *Eomes*, whereas on day 3 Eomes becomes essential (Fig. 5B; Fig. S4E-H). Therefore, pSmad1/5 and pSmad2/3, together with the effectors of WNT signaling, first activate *Eomes*, and then cooperate with Eomes to promote expression of mesoderm factors, such as *T*, *Fgf8*, *Evx1*, *Mixl1* and *Kdr*. This feedforward mechanism has also been referred to as a self-enabling mechanism of SMAD (Hill, 2016).

In the PS, *Eomes* expression precedes and partially overlaps with that of the mesoderm TF *T*. Opposite modes of Eomes/T interaction have been reported: in the posterior PS Eomes activates *T* (Simon et al., 2017; Pfeiffer et al., 2018), whereas in the anterior PS-derived endoderm Eomes represses *T* (Teo et al., 2011). A recent study demonstrated that in ActA-treated mESCs, Eomes induced the mesendodermal program, but upon *Eomes* ablation, *T* was upregulated and compensated for loss of *Eomes* (Tosic et al., 2019). In contrast, we show that in Bmp4-induced mesoderm cells, Eomes and T form a positive feedback loop (Fig. 5G; Fig. S4M). Further, we found that Eomes and T cooperate to open a large set of enhancers regulating cardiac progenitor genes (e.g. *Mesp1*, *Fgf8*, *Apln*, *Mixl1*, *Lhx1*, *Isl1*) and EMT genes (e.g. *Twist1*, *Zeb2*, *Cdh2*, *Crb2*) (Fig. 6A-F). Moreover, concurrent expression of *Eomes* and *T* is required to activate major cardiac mesodermal fate genes, including *Mesp1*, previously only shown to be regulated by either Eomes or T (Costello et al., 2011; Tosic et al., 2019; David et al., 2011; Fig. 5G,H). Conforming with the formation of abnormally looped heart structures observed in *T* mutant embryos (Concepcion and Papaioannou, 2014), we show that *T* KO cells expressed low levels of *Actc1*, and only 30% of the colonies contracted on differentiation day 8 (Fig. 5H,I). In agreement with this data, *T* ablation resulted in downregulation of *Eomes* expression, confirming the effect of T on *Eomes* expression (Fig. S4M). The combined data therefore support our conclusion that T and Eomes cooperate during cardiac mesoderm formation in a positive feedback loop. We propose that the latter is true also for early cardiac mesoderm formation in the embryo. Collectively, these findings provide a new facet of Eomes and T interaction in controlling differential mesodermal/endodermal lineage specification.

We show that in addition to promoting the cardiac fate in ME cells, SMAD signaling, Eomes and T also repressed neural fate genes, in particular *Sox1*, *Sox2*, *Otx2*, *Pax6* and *Tal2* (Figs 1E,F, 5F; Fig. S4D,L). It has been shown that during trunk development T promotes the mesodermal fate of NMP descendants and acts antagonistically to Sox2 driving the neural fate (Koch et al., 2017). In addition, neural fate suppression by Eomes and T has also been demonstrated in ActA-induced early ME differentiation of mESCs (Tosic et al., 2019). Therefore, Sox2 is antagonized by mesoderm-promoting TFs consecutively during development, starting with pSmad1/5/2 at the onset of gastrulation in the epiblast, followed by Eomes and T during head, trunk and tail development. Thus, activation of the mesodermal program and parallel suppression of the neural fate by mesoderm control genes take place throughout development.

Together, we show that Bmp4 induces cardiac mesoderm formation in murine ESCs, confirming a pivotal role for BMP in heart development in mouse. We present a model comprising a double feedforward mechanism involving Bmp4/Smad1/5, Wnt3/Tcf3 and Nodal/Smad2/3, which need to cooperate for opening mesoderm enhancers and effecting expression of mesodermal genes, including *Eomes* and *T*. The combined action of all three signaling pathways and their target mesoderm control factors Eomes and T is needed for cardiac lineage specification and proper cardiac mesoderm development. None of the factors can be omitted without affecting cardiac mesoderm formation *in vitro*, suggesting that heart development in the embryo employs the same mechanisms. In sum, our data provide a detailed mechanistic model of the regulatory network controlling cardiac mesoderm formation in mouse (Fig. 6G).

## MATERIALS AND METHODS

### Experimental model and subject details

Smad4 WT (conditional alleles) and knock-out mESCs were generated from mice kindly provided by Prof. Elizabeth Robertson (University of Oxford, UK). F1G4 mESCs were used to generate *Eomes*, *T* and *Eomes*/*T* dKO cell lines. All cell lines were regularly tested for mycoplasma contamination.

### Culture of mouse embryonic stem cells (mESCs)

All mESC lines were maintained on plates coated with 0.1% gelatin (Sigma-Aldrich; G1393) on a layer of mitotically inactive primary mouse embryo fibroblasts (feeder cells) in ESC growth medium: knockout Dulbecco's Modified Eagle's medium (DMEM) (Thermo Fisher Scientific; 10829018) supplemented with 2 mM L-glutamine (Lonza; BE17-605E), 15% (v/v) heat-inactivated fetal calf serum, 1% (v/v) non-essential amino acids (Thermo Fisher Scientific; 11140050), 0.1 mM β-mercaptoethanol (Sigma-Aldrich; M3148), 1% (v/v) nucleosides (Sigma-Aldrich; ES-008-D), 1% (v/v) penicillin and streptomycin (Lonza; DE17-603E) and 1000 U/ml LIF (Chemicon; ESG1107) at 37°C and 7.5% CO_2_.

### Generation of KO and reporter mESC lines

WT mESCs were from a F1G4 background (George et al., 2007). Conditional *Smad4* KO cells (Smad4CA) were provided by Prof. Elizabeth J. Robertson (Chu et al., 2004). To generate *Smad4* KO cells, the first exon of the *Smad4* gene flanked by loxP sites was excised by transient expression of Cre-recombinase in Smad4CA cells, followed by expanding single clones on 96-well plates and screening for homozygous clones by PCR using primers outside of the deleted region.

*Eomes* and *T* KO cell lines were generated using double-nicking CRISPR/Cas9 approach with Cas9(D10A) nickase mutant and two pairs of guide RNAs surrounding the promoter and the first exon of the corresponding gene (Ran et al., 2013). Single stranded oligonucleotides (Table S4) were annealed and cloned into the BbsI site of px335A_hCas9_D10A_G2P plasmid (gift from Dr Boris Greber, Max Planck Institute for Molecular Biomedicine, Muenster, Germany). WT F1G4 cells were transfected with a modified plasmid and transiently selected with 1 µg/ml puromycin (Gibco; 10130127) for 2 days. Single clones were picked 7-9 days after transfection, plated onto 96-well plates and screened for genomic DNA deletions by PCR using primers outside of the deleted region (Table S4). The dKO cell line was generated from *Eomes* KO cells using the same approach as for generation of the *T* KO cell line. The absence of Eomes and T at transcript and protein levels in the differentiated *Eomes* KO, *T* KO and dKO cells was confirmed using RT-PCR and western blotting, respectively.

A fluorescent reporter cell line was generated as previously described (Koch et al., 2017). In short, we used the mouse T BAC (RP24-530D23) modified by replacing the starting codon of the *T* gene by a reporter gene containing H2B-mCherry, followed by the rabbit β-globin polyadenylation signal (provided by Manuela Scholze-Wittler, Max Planck Institute for Molecular Genetics, Berlin, Germany). The modified T BAC was linearized, followed by random integration into F1G4 cells. Single clones with BAC integration were detected by PCR.

### *In vitro* differentiation

mESCs were deprived of feeder cells by dissociating in trypsin and passaging for four consecutive 25 min periods. After 24 h cells were dissociated, and 40,000 cell/ml cell suspension was plated onto tissue culture plates in 5 µl droplets using electronic multi-channel pipettes. Plates were then inverted and incubated for 24 h. Drops containing mESC aggregates [corresponding to differentiation day 0 or embryoid bodies stage (ES)] were then pooled, washed twice with DMEM (Thermo Fisher Scientific; 12491015) and resuspended in differentiation medium: 48% (v/v) DMEM/F12 (Thermo Fisher Scientific; 11320033), 48% (v/v) Neurobasal medium (Thermo Fisher Scientific; 21103049), 1% (v/v) 200 mM L-glutamine (Lonza; BE17-605E), 1% (v/v) penicillin and streptomycin, 1% (v/v) B27 (Gibco; 17504044), 0.5% (v/v) N2 (Gibco; 17502048), 0.5% (v/v) 7.5% bovine serum albumin (BSA) fraction V (Gibco; 15260037), 0.1 mM thioglycerol (Sigma-Aldrich; M1753) supplemented with 20 ng/ml mouse recombinant Bmp4 (R&D Systems; 5020-BP-010). To start differentiation, mESC aggregates resuspended in differentiation medium containing Bmp4 were immediately plated on fibronectin-coated plates (Calbiochem; 341631). Differentiation medium supplemented with Bmp4 was refreshed every 24 h.

Alternatively, for ActA treatment, drops containing mESC aggregates (corresponding to differentiation day 0 or ES) were pooled, washed twice with DMEM and resuspended in differentiation medium containing 20 ng/ml recombinant human/mouse/rat Activin A protein (R&D Systems; 338-AC-010).

For selective inhibition of Smad signaling pathways, the mESC aggregates were preincubated for 30 min with LN193189 (Sigma-Aldrich; SML0559), K0288 (Sigma-Aldrich; SML1307), SB431542 (Biogems; 3014193) or A-83-01 (Sigma-Aldrich; SML0788) at the indicated concentrations. Afterwards, the inhibitors we also added to the differentiation medium. For activation of inhibition of WNT signaling, CHIR99021 (TOCRIS; 4423) or XAV939 (Sigma-Aldrich; X3004) were added to the medium at 18 h of differentiation at the indicated concentrations.

### Antibodies

The antibodies used for western blotting were: Phospho-Smad1/5 [Cell Signaling Technology (CST), 9516; RRID: AB_491015], Phospho-Smad2/3 (CST, 3108; RRID: AB_490941), Smad1 (CST, 9743; RRID: AB_2107780), Smad2/3 (CST, 5339; RRID: AB_10626777), Eomes (Abcam, ab23345; RRID:AB_778267), T (rabbit polyclonal anti-Brachyury, custom), Tcf3 (Santa Cruz Biotechnology, sc-166411), GAPDH (CST, 5174), H3 (Abcam, ab1791; RRID:AB_302613), active Ctnnb1 (CST, 8814; RRID: AB_11127203). The antibodies used for immunoprecipitation were: Tcf3 (Santa Cruz Biotechnology, sc-166411; RRID: AB_2302942), normal mouse IgG (Santa Cruz Biotechnology, sc-2025; RRID: AB_737182). The antibodies used for ChIP were: Phospho-Smad1/5/9 (CST, 13820; RRID: AB_2493181), Phospho-Smad2 (CST, 18338; RRID: AB_2798798), Eomes (Abcam, ab23345), T (Santa Cruz Biotechnology, sc-17743; RRID:AB_634980). The antibodies used for immunofluorescence and flow cytometry were: Myl7 (Proteintech, 17283-1-AP; RRID: AB_2250998; 1:250 dilution), Actc1 (Proteintech, 66125-1-Ig; RRID: AB_2881524; 1:200), Tnnt2 (Abcam, ab209813; 1:200), donkey anti-mouse IgG, Alexa Fluor 488 (Thermo Fisher Scientific, A-21202; RRID: AB_141607; 1:500), donkey anti-rabbit IgG, Alexa Fluor 488 (Thermo Fisher Scientific, A-21206; RRID: AB_2535792; 1:500).

### Analysis of protein expression and phosphorylation levels by western blotting

Whole-cell extracts were prepared from mESC or differentiating cells using 1× Novex NuPAGE LDS sample buffer (Thermo Fisher Scientific; NP0007) supplemented with 100 mM DTT (Sigma-Aldrich; 43815). DNA was digested using Benzonase Nuclease (Millipore; E1014). Samples were heated at 95°C for 5 min, run on 4-12% NuPAGE Bis-Tris Protein Gel, transferred to nitrocellulose membrane, and subjected to western blotting using primary antibodies at 1:1000 dilution and the appropriate HRP-conjugated secondary antibodies at 1:5000 dilution. Detection was performed using Amersham ESL reagents (GE Healthcare) and scanned using a Fusion SL chemiluminescent detection system (Vilber). At least two biological replicates were performed for each experiment. For nuclear extraction, Nuclear Complex Co-IP Kit (Active Motif; 54001) was used following the manufacturer's instructions.

### Immunoprecipitation

Differentiated cells were collected and lyzed using Nuclear Complex Co-IP Kit. We added 2.5 μl primary Tcf3 antibody or mouse IgG antibody to the 300 μl of the nuclear fraction, followed by rotation overnight at 4°C. Then 50 μl protein G-coated Dynal beads were washed three times with PBS, resuspended in the nuclear fractions containing primary antibodies and rotated for 1 h at 4°C. The beads were then washed five times with 1 ml of the ice-cold IP washing buffer [50 mM Tris (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100], bound proteins were eluted using 100 μl 1× Novex NuPAGE LDS sample buffer and analyzed using western blotting.

### Fluorescence-activated cell sorting

To detect the percentage of cells expressing *T* during differentiation, we subjected F1G4 cells containing H2B-mCherry reporter to FACS analysis. Cells at various differentiation stages (ES/day 0, day 1, day 2, day 3, day 4 and day 5) were trypsinized, resuspended in 3% BSA in PBS and analyzed on a FACS Aria II (Becton Dickinson). For detection of cardiomyocytes expressing *Tnnt2*, day 6 differentiating cells were trypsinized and counted. Aliquots containing 2e6 cells were washed with 1 ml PBS, incubated with 2% formaldehyde in PBS for 10 min at room temperature and washed twice with 1 ml PBS. The aliquots were then incubated in 0.5 ml PBS containing 0.2% Triton X-100, followed by incubation with the primary Tnnt2 antibody for 60 min at room temperature. After three washing steps with 1 ml PBS/0.1% Triton X-100, cells were incubated with the fluorescently labeled secondary antibody for 30 min at room temperature. For the control experiment, primary Tnnt2 antibody was omitted. After three washing steps with 1 ml PBS/0.1% Triton X-100, cells were analyzed on a FACS Aria II.

### Immunofluorescence

For immunofluorescence, cells were washed twice with PBS and fixed in 4% paraformaldehyde in PBS for 10 min at room temperature while shaking, followed by two washes with PBS for 5 min and one wash with 0.1% Triton X-100 in PBS. Cells were then incubated for 1 h with 2% BSA in PBST (0.05% Tween 20 in PBS), rinsed with PBS, and incubated overnight with the primary antibodies diluted at 1:100 in PBST containing 0.2% BSA. After five washes with PBST, cells were incubated with the corresponding secondary antibodies (1:1000 dilution) and washed five times with PBS. The images were collected with ZEISS Axio Observer Z1 microscope.

### qRT-PCR analysis

For RNA extraction, cells were collected at the indicated times and processed with the RNeasy Micro kit (Qiagen). For each sample, 500 ng of total RNA was used for cDNA synthesis with QuantiTect Reverse Transcription Kit (Qiagen). Quantitative PCR was performed on a StepOnePlus Real-Time PCR System (Applied Biosystems) using *Pmm2* as the internal control gene for calculating relative expressions. Sequences of primers used for qRT-PCR are listed in Table S4. At least three biological replicates were performed for each experiment.

### RNA extraction and RNA-seq library preparation

RNA extraction and library preparation was performed as previously described (Koch et al., 2017). Briefly, total RNA was extracted from 40,000 mESCs or differentiated cells using Trizol reagent (Thermo Fisher Scientific; 15596026) following the manufacturer's instructions and purified using the RNeasy Micro kit (Qiagen). Residual genomic DNA was digested on a column. The RNA was quantified using Qubit RNA HS assay (Life Technologies), and the integrity of the RNA was assessed using Bioanalyzer RNA pico chips (Agilent).

Strand-specific RNA-seq libraries were generated from 100 ng of total RNA using the ScriptSeq v2 (Epicentre) low input library preparation kit according to the manufacturer's instructions. The library was amplified using 15 PCR cycles. RNA-seq libraries were quantified using the Qubit HS DNA assay (Life Technologies) and the size distribution was assessed using the DNA HS Bioanalyzer chips (Agilent). Libraries were pooled and paired-end sequenced on a HiSeq 2500 with 50 bp read lengths.

### Chromatin immunoprecipitation

ChIP experiments were carried out as previously described (Koch et al., 2017). Briefly, crosslinking was performed directly on differentiating cells in differentiation medium with the addition of 1/10 volume of crosslinking solution [11% formaldehyde, 50 mM Hepes (pH 7.8), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA] for 10 min at room temperature, while shaking. The crosslinking reaction was quenched with the addition of 1/10 volume of 2.5 M glycine and 5 min incubation. Cells were washed twice with cold PBS, scraped in cold PBS containing 0.05% Triton X-100 and pelleted in aliquots of 5×10^7^. For sonication, complete protease inhibitors without EDTA (Roche) at 1× final concentration was added to all lysis buffers (LB) before use. Each pellet was resuspended in 2.5 ml LB1 (50 mM Hepes pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.75% NP-40, 0.25% Triton X-100) and rotated at 4°C for 20 min. The cell suspension was homogenized using a douncer. The chromatin was pelleted by centrifugation at 1400 ***g*** and 4°C for 5 min and resuspended in 2.5 ml LB2 [10 mM Tris (pH 8), 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA]. After 10 min rotation at 4°C, the centrifugation step was repeated and each pellet was resuspended in 1.5 ml LB3 [10 mM Tris (pH 8), 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl, 0.1% Na-deoxycholate, 0.5% N-lauroylsarcosine], transferred to 15 ml Falcon tubes and sonicated using a W-450D Digital Sonifier (Branson) for 14 cycles of 10 s on/50 s off in a 4°C cold room with tubes chilled in ice water. After sonication, 150 μl of Triton X-100 was added per tube, transferred to two 1.5 ml Eppendorf tubes and debris was pelleted by centrifugation at 20,000 ***g*** at 4°C for 10 min. The solubilized chromatin was then pooled and mixed thoroughly. After taking 50 μl as an input control, the chromatin was distributed into 1.5 ml aliquots, snap frozen and stored at −80°C until use.

The input was reverse-crosslinked with the addition of 50 μl 2× elution buffer [100 mM Tris (pH 8), 20 mM EDTA (pH 8), 2% SDS] and 13-15 h incubation at 65°C. Then 100 μl of TE buffer were added, and RNA was digested using 0.2 μg/ml RNase A at 37°C for 2 h. Proteins were digested with the addition of 0.2 μg/ml proteinase K and incubation at 55°C for 2 h. The DNA was purified with two subsequent phenol:chloroform:isoamyl alcohol (25:24:1, pH 8) extractions and a subsequent MinElute (Qiagen) purification. The input DNA was quantified using a NanoPhotometer (Implen).

For ChIP, 100 μl protein G-coated Dynal beads (Life Technologies) were washed three times with 1 ml of blocking buffer (PBS, 0.5% BSA), resuspended in 500 μl of blocking solution containing 5 μg ChIP antibody and rotated overnight at 4°C. Beads were then washed three times with 1 ml of blocking buffer and resuspended in 100 μl blocking buffer. Chromatin equivalent to 5×10^7^ cells was added and rotated overnight at 4°C. The following day, six washing steps (nine for T) with 1 ml RIPA buffer [50 mM Hepes (pH 7.6), 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-Deoxycholate] and one washing step with 1 ml of TEN [10 mM Tris (pH 8), 1 mM EDTA, 50 mM NaCl] were performed. The elution was performed in two subsequent steps using 100 μl of 1× elution buffer [50 mM Tris (pH 8), 10 mM EDTA, 1% SDS] and incubation at 65°C while shaking for 10 min each. The eluates were combined and incubated for 13-15 h at 65°C. Finally, 200 μl of TE buffer were added and the ChIP DNA was purified as described for the input above. ChIP DNA was quantified using the Qubit (Life Technologies) DNA HS assay.

### ChIP-seq library preparation

The ChIP-seq libraries were generated using the TruSeq ChIP library kit (Illumina) with the previously described modifications (Koch et al., 2017). After adapter ligation, 0.95× of AMPure XP beads (Beckman Coulter) were used for a single purification and the DNA was eluted using 14 μl of resuspension buffer (RSB, Illumina). After the addition of 1 μl primer mix (25 mM each, Primer 1: 5′-AATGATACGGCGACCACCGAG-3′; Primer 2: 5′-CAAGCAGAAGACGGCATACGAG-3′) and 15 μl 2× Kapa HiFi HotStart Ready Mix (Kapa Biosystems), amplification was performed for 45 s at 98°C, five cycles of 15 s at 98°C, 30 s at 63°C and 30 s at 72°C, and a final 1 min incubation at 72°C. The PCR products were purified using 0.95× of beads and eluted using 21 μl of RSB. Ligation products were then separated using a 1.5% agarose gel. Post-run staining was performed using SYBR Gold (Life Technologies) under agitation for 30 min. Gel slices corresponding to ∼250-400 bp fragment size were cut out using a Dark Reader (Clare Chemical Research) transilluminator. The gel extraction was performed using five gel volumes of QG buffer (Qiagen) with the addition of one gel volume of isopropanol. The MinElute (Qiagen) columns were washed once with QG buffer and twice with PE buffer, air-dried for at least 10 min and eluted using 21 μl of EB buffer. We used 19 μl of the eluate in the final amplification, with the addition of 1 μl primer mix and 20 μl 2× Kapa HiFi HotStart premix. The same protocol as for the pre-amplification was used, with the exception of using 13 amplification cycles. The libraries were quantified using the Qubit DNA HS assay and the library size was validated using DNA HS Bioanalyzer chips. Sequencing was performed on either the HiSeq 2500 or NextSeq 500 (Illumina) using 2×50 bp or 2×75 bp read lengths, respectively.

### ATAC-seq

ATAC-seq was performed as previously described (Buenrostro et al., 2013). The cells were trypsinized, and the trypsin was inactivated by washing with cold PBS containing 2% BSA. For each sample, 50,000 cells were collected, washed with 1 ml cold PBS and pelleted by centrifugation (300 ***g***). The cells were lysed in 50 μl of cold lysis buffer [10 mM Tris (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630] and immediately centrifuged at 500 ***g*** at 4°C for 10 min. The pellet was resuspended in the transposition reaction mix (25 μl 2× TD buffer, 2.5 μl Tn5 transposase, 22.5 μl H_2_O) and incubated at 37°C for 30 min. After incubation, the reaction was stopped with the addition of PB buffer (Qiagen) and the tagmented DNA was purified using the MinElute kit (Qiagen). The DNA was combined with the ATAC index PCR primers and 2× Kapa HiFi HotStart Ready Mix and pre-amplified [98°C 30 s, 5× (98°C 10 s, 63°C 30 s, 72°C 1 min)] in a 50 μl volume. To determine the remaining cycles to avoid potential over-amplification, 5 μl of the pre-amplification mix was combined with the primers, 1× Evagreen SYBR green (Jena Biosciences) and 2× Kapa HiFi HotStart Ready Mix in a 15 μl total volume and run for 30 cycles on a StepOne Plus. The remaining 45 μl of pre-amplified samples were amplified for a further 6-7 cycles and the libraries were purified using a MinElute column (Qiagen). The libraries were quantified using the Qubit DNA HS assay and the library sizes were validated using DNA HS Bioanalyzer chips. Samples were pooled and paired-end sequencing was performed on either the HiSeq 2500 or HiSeq 4000 (Illumina) using 2x 50 bp or 2×75 bp read lengths, respectively.

### Genome assembly

All datasets were mapped to the mouse mm10 reference genome containing chromosomes 1-19, X, Y, and M.

### Analysis of RNA-seq data

RNA-seq reads were subjected to quality control using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and trimmed using cutadapt (version 2.9) (https://doi.org/10.14806/ej.17.1.200) to remove adapter sequences. Alignment was performed using Hisat2 (Kim et al., 2019) (version 2.1.0) with the following arguments: ‘--no-mixed --no-discordant’. The index files for Hisat2 were built using mm10 reference genome containing chromosomes 1-19, X, Y and M, and splice sites and exon data from refSeq annotations. The resulting sam format files were then converted to bam format, sorted and indexed using samtools (Li et al., 2009) (version 1.9). FPKM values were calculated using Cuffdiff (Trapnell et al., 2010) (version 2.2.1) with the following arguments: ‘-u -no-effective-length-correction -b’. To identify genes that showed differential expression upon depletion of Smad4, Eomes or T, normalized FPKM values were filtered, and only genes with FPKM >1 in at least one of the samples were examined. Log_2_ fold change values were calculated using normalized FPKM comparing WT with KO, and genes with log_2_ fold change <1 or <−1 were selected.

For visualization, the reads from biological replicates were combined, and the data were normalized and converted to bigWig (bw) format using bamCoverage tool from deepTools (Ramirez et al., 2016) (version 3.1.3) with the following arguments: ‘--normalizeUsing BPM -bs 5 –ignoreDuplicates’. Genome browser snapshots containing RNA-seq data were generated using pyGenomeTracks (Ramirez et al., 2018) (version 3.1). The expression data were visualized in heatmaps using heatmap.2 function of gplots package (version 3.0.1) (https://CRAN.R-project.org/package=gplots) in R.

For clustering of genes regulated by T and/or Eomes, genes bound by T and DE in day 3 *T* KO compared with day 3 WT cells were combined with genes bound by T and DE in *Eomes*/*T* dKO cells compared with day 3 WT cells, resulting in a gene list of 1018 genes. The k-means clustering into seven groups was performed using Cluster3.0 (De Hoon et al., 2004), and visualized using Java TreeView (Saldanha, 2004).

### Analysis of ChIP-seq data

For 75 bp read length ChIP-seq, the reads were first trimmed to 50 bp length. The reads were then aligned to the reference genome using bowtie2 (Langmead and Salzberg, 2012) (version 2.2.4) with the following arguments: ‘-−3 5 -I 100 -X 500 --no-discordant --no-mixed’. Sam files containing mapped paired-end reads were converted to bam files, sorted and indexed using samtools. For visualization, the data were normalized and converted to bw format using bamCoverage tool from deepTools with the following arguments: ‘--normalizeUsing CPM --extendReads 200 --smoothLength 9 -bs 3 -ignore chrM’. Peak detection was performed using MACS2 (Zhang et al., 2008) (version 2.1.1.20160309) with q-value cutoffs of 1e-4 (for T), 5e-4 (pSmad1/5/9), 1e-7 (pSmad2), 5e-4 (Eomes day 2 and day 3) and 1e-2 for all TFs in the corresponding KO cells. MACS2-generated q-values were used to assess the peak-calling confidence. Genome browser snapshots containing ChIP-seq data were generated using pyGenomeTracks. ChIP-seq data from public repositories were aligned, and bw files were generated as described above. For *Sox2*, *Oct4* and *Nanog* ChIP-seq data, peaks were called using MACS2 with q value cutoff of 1e-4.

To identify genes potentially regulated by TF binding sites, we first overlapped the ChIP-seq peak summits of every TF with promoters (transcription start sites +/−2 kb) of refSeq annotated genes using bedtools (Quinlan and Hall, 2010) (version 2.27.1). This identified genes containing promoter-associated peaks. The remaining peak summits were associated to the genes with the closest up- and downstream promoters. These genes were combined with the genes containing promoter-associated peaks to form a total list of genes bound by a TF. A subset of TF-bound genes that displayed differential expression between WT and the corresponding TF KO cells were called putative direct target genes of the corresponding TF.

For comparison of binding sites of various TFs, ChIP-seq peaks were called overlapped if peak summit distances were less than 300 bp. Distribution of peaks based on distances from the nearest promoters based on peak summit and TSS coordinates was calculated using bedtools.

For *de novo* motif discovery within ChIP-seq peaks, we extracted genomic sequences in 100 bp (+/−50 bp) regions around peak summits using bedtools and used the resulting fasta files as input for Meme (version 5.1.1) in the MEME suite (Bailey et al., 2009). To find known motifs enriched within defined subsets of ChIP-seq peaks, such as peaks overlapping with the differentially accessible ATAC-seq regions, genomic sequences in 120 bp (+/− 60 bp) regions around corresponding peak summits were used as input for MEME-chip in the MEME suite.

Clustered ChIP-seq heatmaps were generated using computeMatrix and plotHeatmap tools from deepTools. Grouping into clusters was performed based either on peak overlaps of various TFs or on appropriate clusters of ATAC-seq regions. Coordinates of peak summits within each cluster and normalized bw ChIP-seq files were used as input. Boxplots indicating distributions of ChIP-seq densities within heatmap clusters were generated using ggplot2 (version 3.1.1, https://ggplot2.tidyverse.org/) package in R. The values were obtained from the output file of ‘—outFileNameMatrix’ argument of the computeMatrix tool run with additional argument ‘-bs 1500’*.*

### Analysis of ATAC-seq data

All ATAC-seq experiments were performed with two biological replicates. ATAC-seq reads were trimmed to 40 bp length and adapter sequences were removed using cutadapt. The trimmed reads were aligned to the reference genome using bowtie (Langmead et al., 2009) (version 1.1.2) with the following arguments: ‘-y -v 2 --best --strata -m 3 -k 1 -S -X 2000 --allow-contain’. Sam files containing mapped paired-end reads were converted to bam files, sorted and indexed using samtools. Reads mapped to chromosomes M and Y or known ATAC artifact regions (ENCODE) were removed using samtools. Possible PCR duplicates were removed using Picard (version 1.103, https://broadinstitute.github.io/picard).

For visualization, the reads from biological replicates were combined, and the data were normalized and converted to bw format using bamCoverage tool from deepTools with the following arguments: ‘--normalizeUsing RPCG --effectiveGenomeSize 2652783500 --extendReads 200 --smoothLength 9 -bs 3 -ignore chrY chrM’. All accessible regions were detected as narrowPeaks using MACS2 with q value cutoffs of 5e-2.

To identify regions that are differentially accessible between WT and KO cells, we used DiffBind package (version 2.12.0, https://bioconductor.org/packages/release/bioc/html/DiffBind.html) in R. As input, for each replicate of WT and KO ATAC-seq data, bam files containing filtered mapped reads and a list of genomic coordinates of accessible regions were used. DiffBind was run with default parameters, except the consensus peak list was set to include peaks detected in at least two of the four samples.

Detected ATAC-seq regions were considered to overlap with ChIP-seq peaks if the summit of a ChIP-seq peak was located within an ATAC-seq region. Clustered ATAC-seq heatmaps, with clustering based on the differential accessibility and/or overlap with TFs, were generated using computeMatrix and plotHeatmap tools from deepTools. Normalized ATAC-seq bw files and coordinates of ATAC-seq region centers were used as input. Boxplots indicating distributions of ATAC-seq densities within heatmap clusters were generated using ggplot2. The values were obtained from the output file of ‘—outFileNameMatrix’ argument of the computeMatrix tool run with additional argument ‘-bs 1500’.

### GO term analysis

GO term biological process enrichment analyses were performed using the PANTHER classification system (Mi et al., 2019) (version 14.0).

### Statistical analysis

Statistical significance of qRT-PCR as well as ATAC-seq and ChIP-seq density differences was assessed using a paired two-tailed Student's *t*-test as indicated in figure legends.

## Supplementary Material

10.1242/develop.201450_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: BMP4 triggers regulatory circuits specifying the cardiac mesoderm lineage
**Source:** Development. 2023 May 22;150(10):dev201450. doi: 10.1242/dev.201450
**Supplement:** Supplementary information

Figure S1

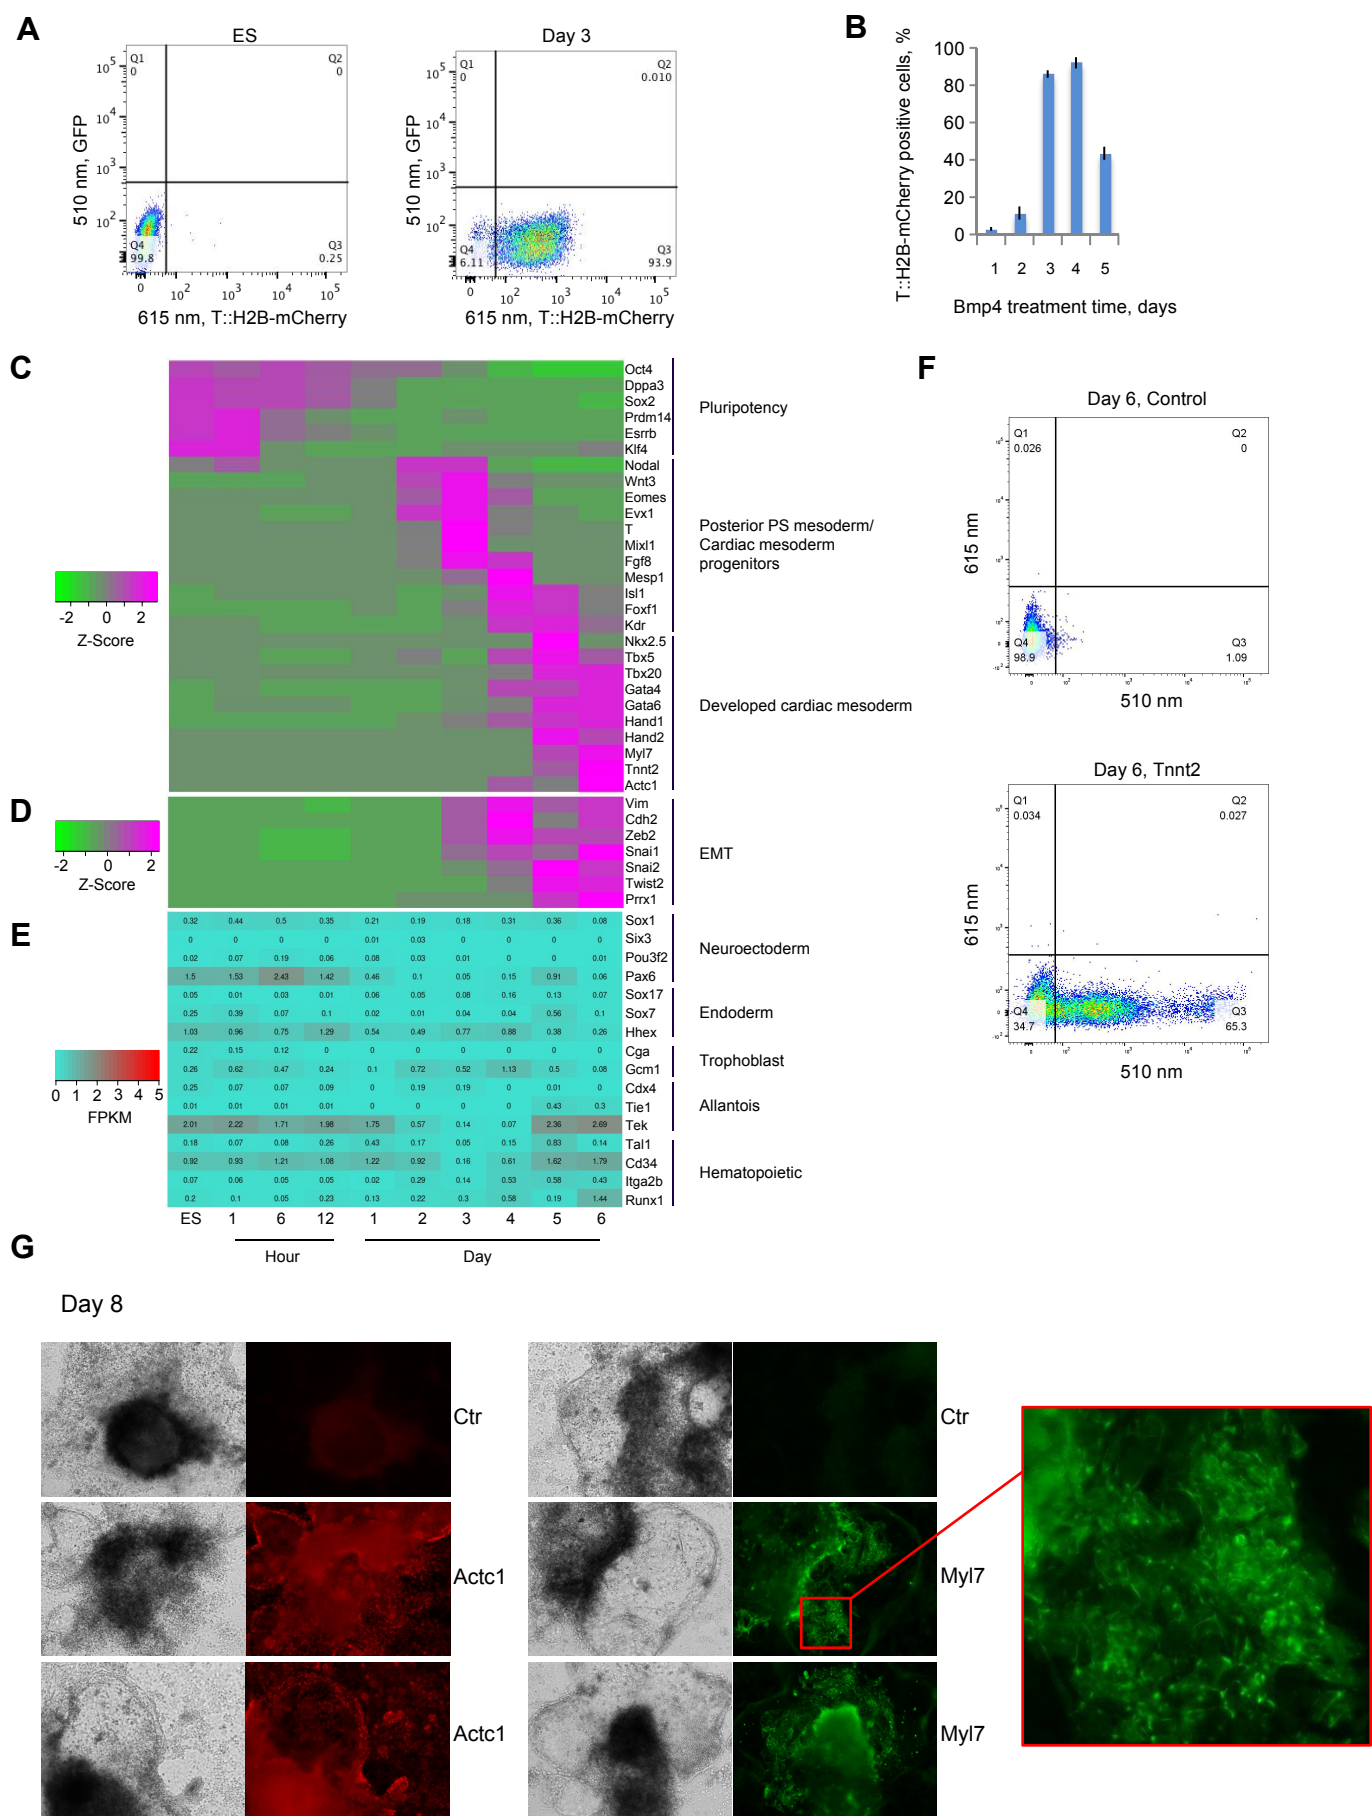

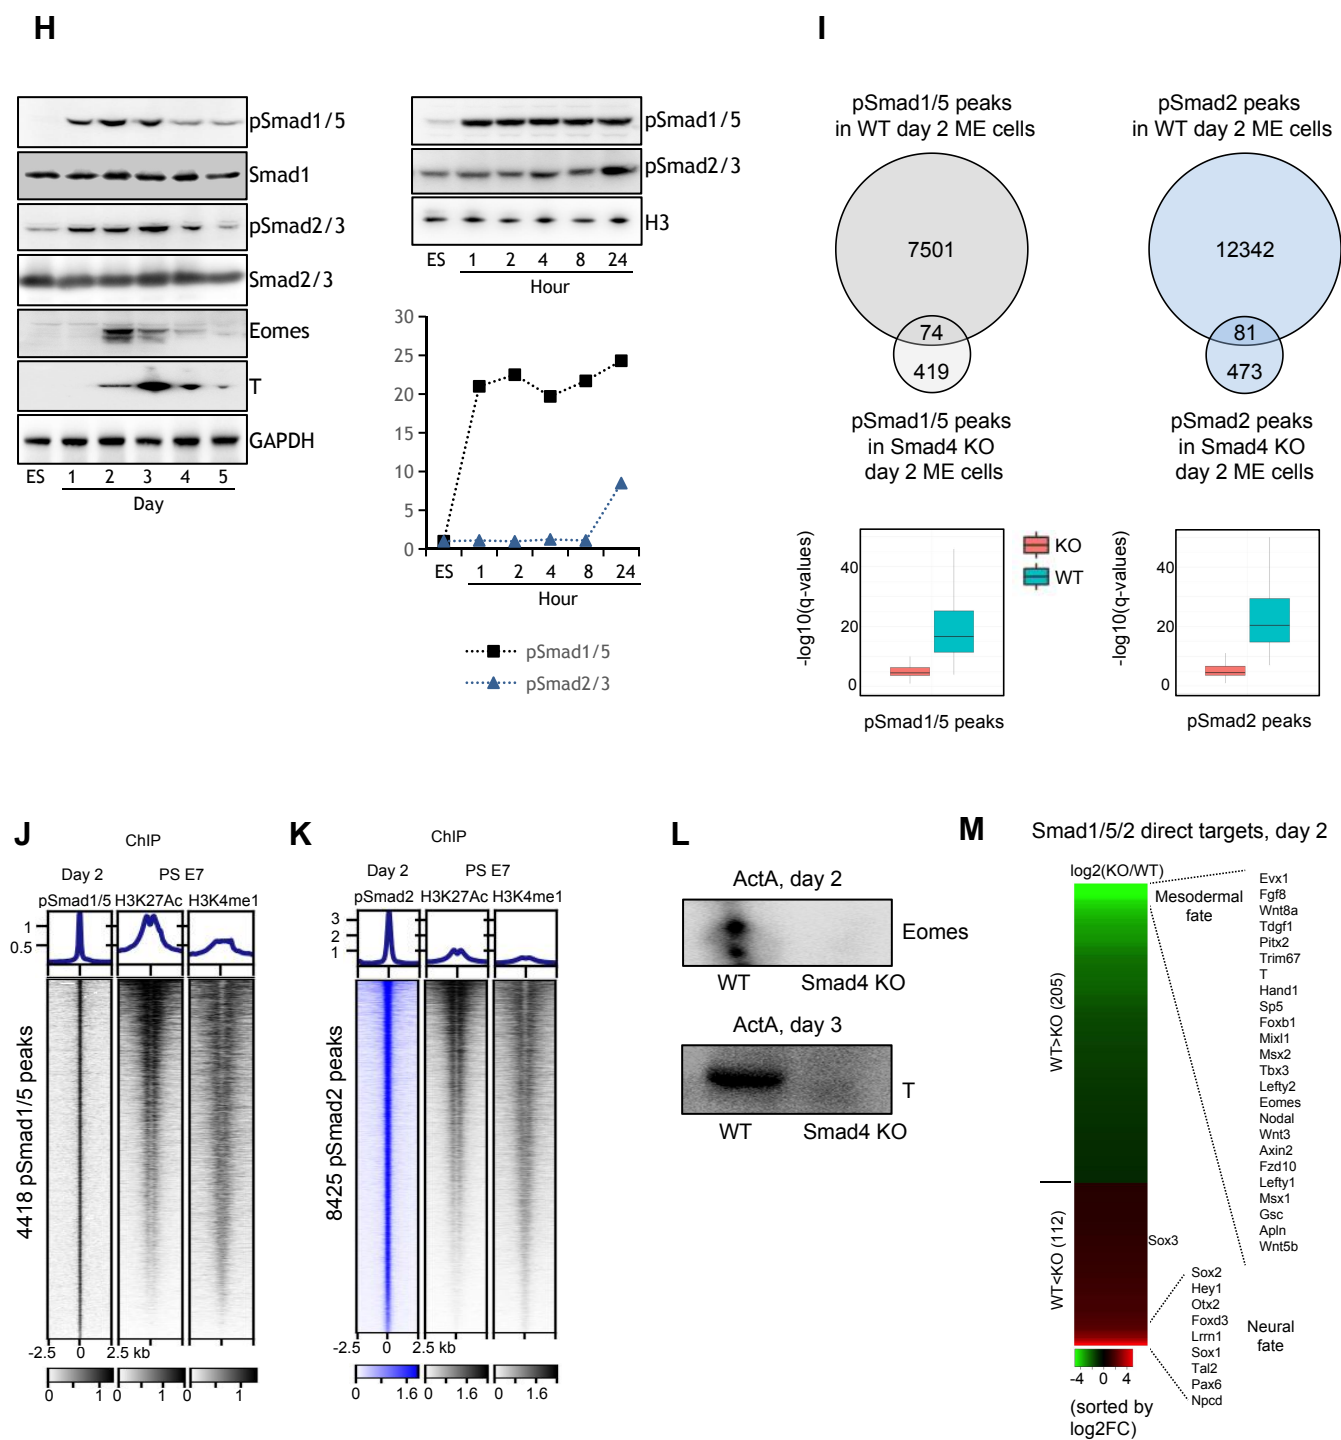

**Fig. S1. Characterization of the *in vitro* differentiation system and DNA binding of Smads (related to Fig. 1)**

- (A) Differentiation efficiency assessed by FACS using ES cell line with T::H2B-mCherry reporter inserted into the translation start site of T located on a BAC. FACS dot plots indicating that over 90% of cells express T at differentiation day 3.
- (B) Barplot showing fractions of cells expressing T::H2B-mCherry reporter during the differentiation time course assessed by FACS.
- (C-D) Heatmap representation of the relative expression (z-score) of pluripotency factors, mesoderm progenitor and cardiac mesoderm marker genes (D), and EMT marker genes (E) throughout the course of differentiation. (RNA-seq, average of two replicates).
- (E) Heatmap displaying the expression values (FPKM) of definitive endoderm and neuroectoderm marker genes throughout the course of differentiation. (RNA-seq, average of two replicates).
- (F) Cardiomyocyte formation efficiency assessed by FACS using day 6 cells expressing cardiomyocyte marker Tnnt2 (510nm).
- (G) Expression of cardiac markers Actc1 or Myl7 in differentiated WT aggregates at day 8 detected by immunofluorescence. Abbr.: Ctr, secondary antibody control.
- (H) Time-course of Smad1/5 or Smad2/3 phosphorylation and Eomes or T expression detected by Western blot analysis. Quantification of the Smad1/5 and Smad2/3 phosphorylation levels relative to ES.
- (I) Venn diagrams showing overlap of pSmad1/5 or pSmad2 peaks detected in WT and Smad4 KO day 2 ME cells. Peaks detected in Smad4 KO cells were excluded from further analyses. Boxplots showing distribution of the q-values for the corresponding peak sets.
- (J) Heatmaps centered on pSmad1/5 peaks outside promoters, displaying ChIP-seq reads of pSmad1/5 in day 2 ME cells and H3K27Ac and H3K4me1 in E7 posterior primitive streak [35].
- (K) Heatmaps centered on pSmad2 peaks outside promoters, displaying ChIP-seq reads of pSmad2 in day 2 ME cells and H3K27Ac and H3K4me1 in E7 posterior primitive streak [35].
- (L) Expression of Eomes or T in WT or Smad4 KO cells treated with Activin A (ActA) for 2 or 3 days, respectively.
- (M) Heatmap representation of the expression of pSmad1/5/2 direct target genes at day 2, sorted by log2 fold change (FC) of FPKM values in Smad4 KO or WT ME cells. The strongest activated and repressed target genes are listed on the right.

## Figure S2

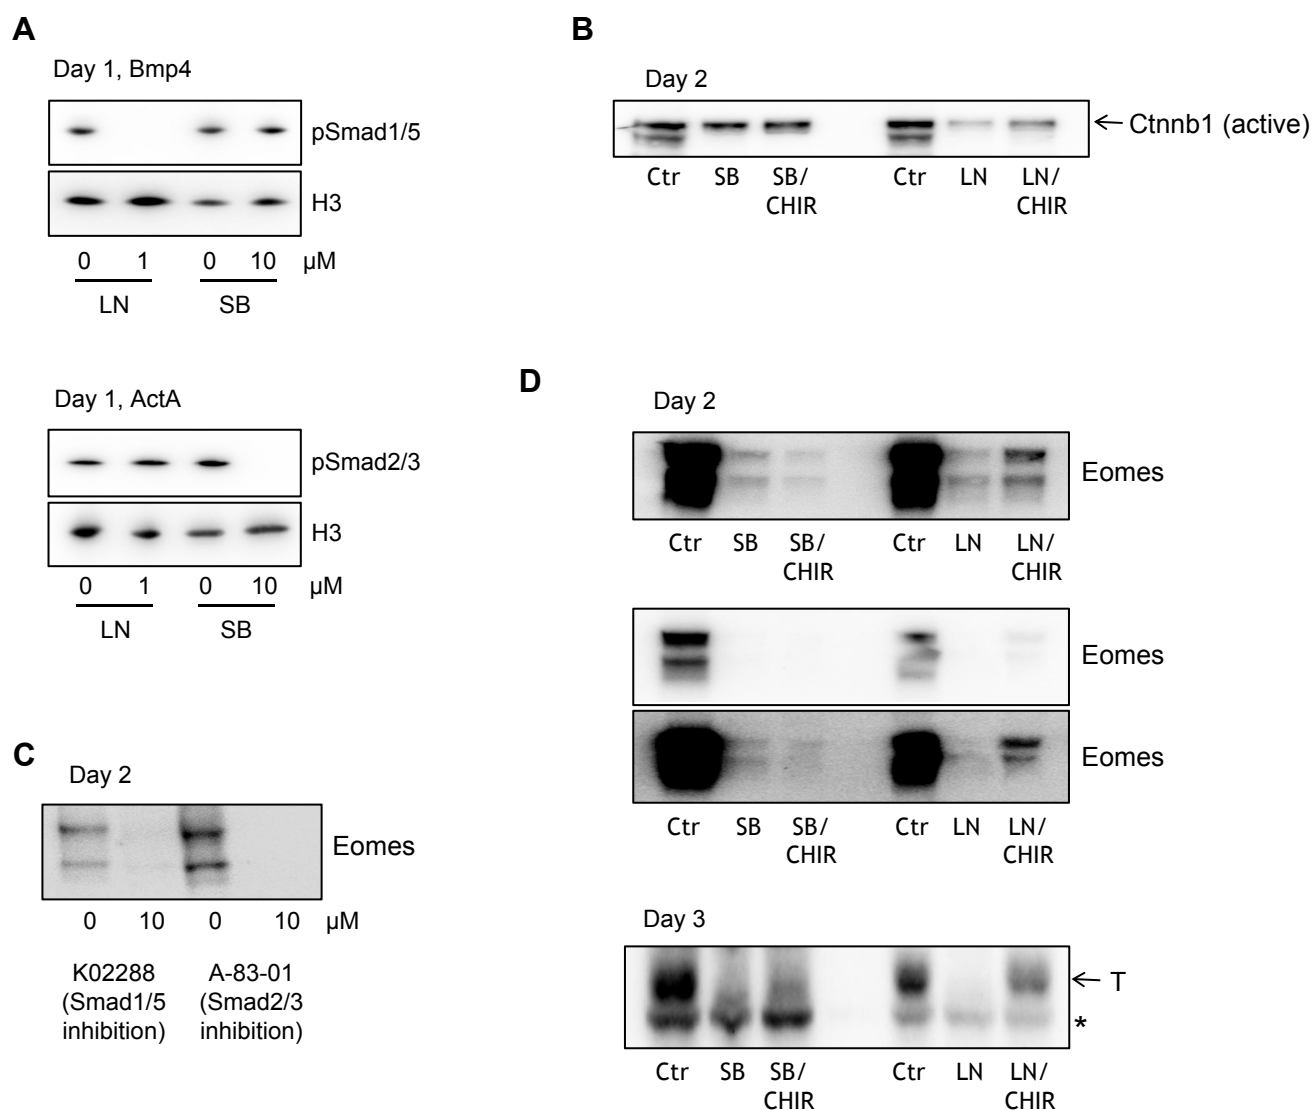

**Fig. S2. Formation of proper nascent and committed cardiac mesoderm requires simultaneous activity of pSmad1/5, pSmad2/3, and WNT signaling (related to Fig. 2)**

(A) 1  $\mu$ M LDN193189 (LN) or 10  $\mu$ M SB431542 (SB) selectively inhibit pSmad1/5 or pSmad2/3 phosphorylation, respectively. pSmad1/5 and pSmad2/3 are detected by Western blot analysis. pSmad1/5 and pSmad2/3 phosphorylation was induced by Bmp4 or ActA, respectively.

(B) Nuclear accumulation of active Ctnnb1 is selectively blocked by 1  $\mu$ M LDN (LN), as detected by Western blot analysis. Abbr.: Ctr, control.

(C) Eomes expression is repressed in day 2 ME cells by K02288 (inhibits Smad1/5 phosphorylation) as well as by A-83-01 (inhibits Smad2/3 phosphorylation).

(D) Western blot showing higher exposure of Fig. 2E, detecting Eomes expression (upper panel); Western blot analysis at low and high exposure showing Eomes protein expression in an independent experiment (middle panel). Independent experiment showing T expression by Western blot analysis (related to Fig. 2E; lower panel). Asterisk indicates a background band.

**A**

ChIP Day 2 ATAC Day 2

pSmad1/5 (3182) pSmad1/5/2 (4319) pSmad2 (8023)

ATAC-seq density

**B**

ATAC Day 2 ChIP Day 2

WT KO pSmad1/5 pSmad2 Sox2 Oct4 Nanog

WT > KO 1920 WT < KO 2811

Centered around ATAC regions

**C**

100% 90% 80% 70% 60% 50% 40% 30% 20% 10% 0%

WT > KO n=1920 WT < KO n=2811

**D**

Sox2 Oct4 Nanog Tcf3

**E**

ATAC-seq density

ES 1 2 3

Day

**F**

249 68 635

pSmad1/5/2 direct target genes day 2

Genes associated with pSmad1/5/2 bound DA ATAC regions (WT > KO)

**G**

5 63

WT < KO WT > KO

**H**

ATAC Day 2 ChIP Day 2 MEnd

WT KO pSmad1/5 pSmad2 Tcf3 ES 1 2 3

pSmad1/5/2 peaks (76)

**I**

| GO Term               | p value |
|-----------------------|---------|
| Wnt signaling pathway | 5.18e-7 |
| Heart morphogenesis   | 5.75e-6 |
| Bmp signaling pathway | 5.58e-6 |
| Gastrulation          | 6.17e-6 |
| Mesoderm development  | 2.39e-5 |

### Fig. S3. Characterization of Smad-mediated chromatin regulation (related to Fig. 3)

(A) Heatmaps, clustered by pSmad1/5 and pSmad2 occupancy and centered on the peak summits, displaying ChIP-seq reads of pSmad1/5 or pSmad2 and ATAC-seq reads from the same sites in day 2 ME cells. Boxplot of the quantification of normalized ATAC-seq density is shown on the right.

(B) Clustered heatmaps displaying ATAC-seq reads in day 2 WT or Smad4 KO ME cells centered on sites activated or repressed by Smad activity, and the corresponding ChIP-seq reads of pSmad1/5, pSmad2, Sox2, Oct4 and Nanog.

(C) Barplot showing quantification of distances between DA regions in Smad4 KO relative to WT cells and nearest gene promoters for groups defined in (B).

(D) Average ChIP-seq density profiles of indicated TFs in clusters defined in Fig. 3C.

(E) Boxplot of the quantification of normalized ATAC-seq density during the differentiation course in sites associated with Nervous system Development GO term and other p-Smad2-solo bound sites defined in

(Fig. 3C, Fig. 3G). (Student's t-test,  $*p < 5e-2$ , n.s., not significant).

(F) Venn diagram showing overlap of pSmad1/5/2 direct target genes with genes bound by activated pSmad1/5/2-containing DA regions.

(G) Pie chart showing that the majority of pSmad1/5/2 direct targets associated with activated pSmad1/5/2-bound DA regions (see Fig. S3E) are Smad-activated (WT > Smad4 KO).

(H) Heatmaps centered on 76 pSmad1/5/2 peaks associated with 63 activated pSmad1/5/2 targets from (F), displaying ATAC-seq reads in WT or Smad4 KO day 2 ME cells, ChIP-seq reads of indicated TFs, and ATAC-seq reads during differentiation.

(I) GO terms enriched among the 63 activated pSmad1/5/2 target genes defined in (F).

## Figure S4

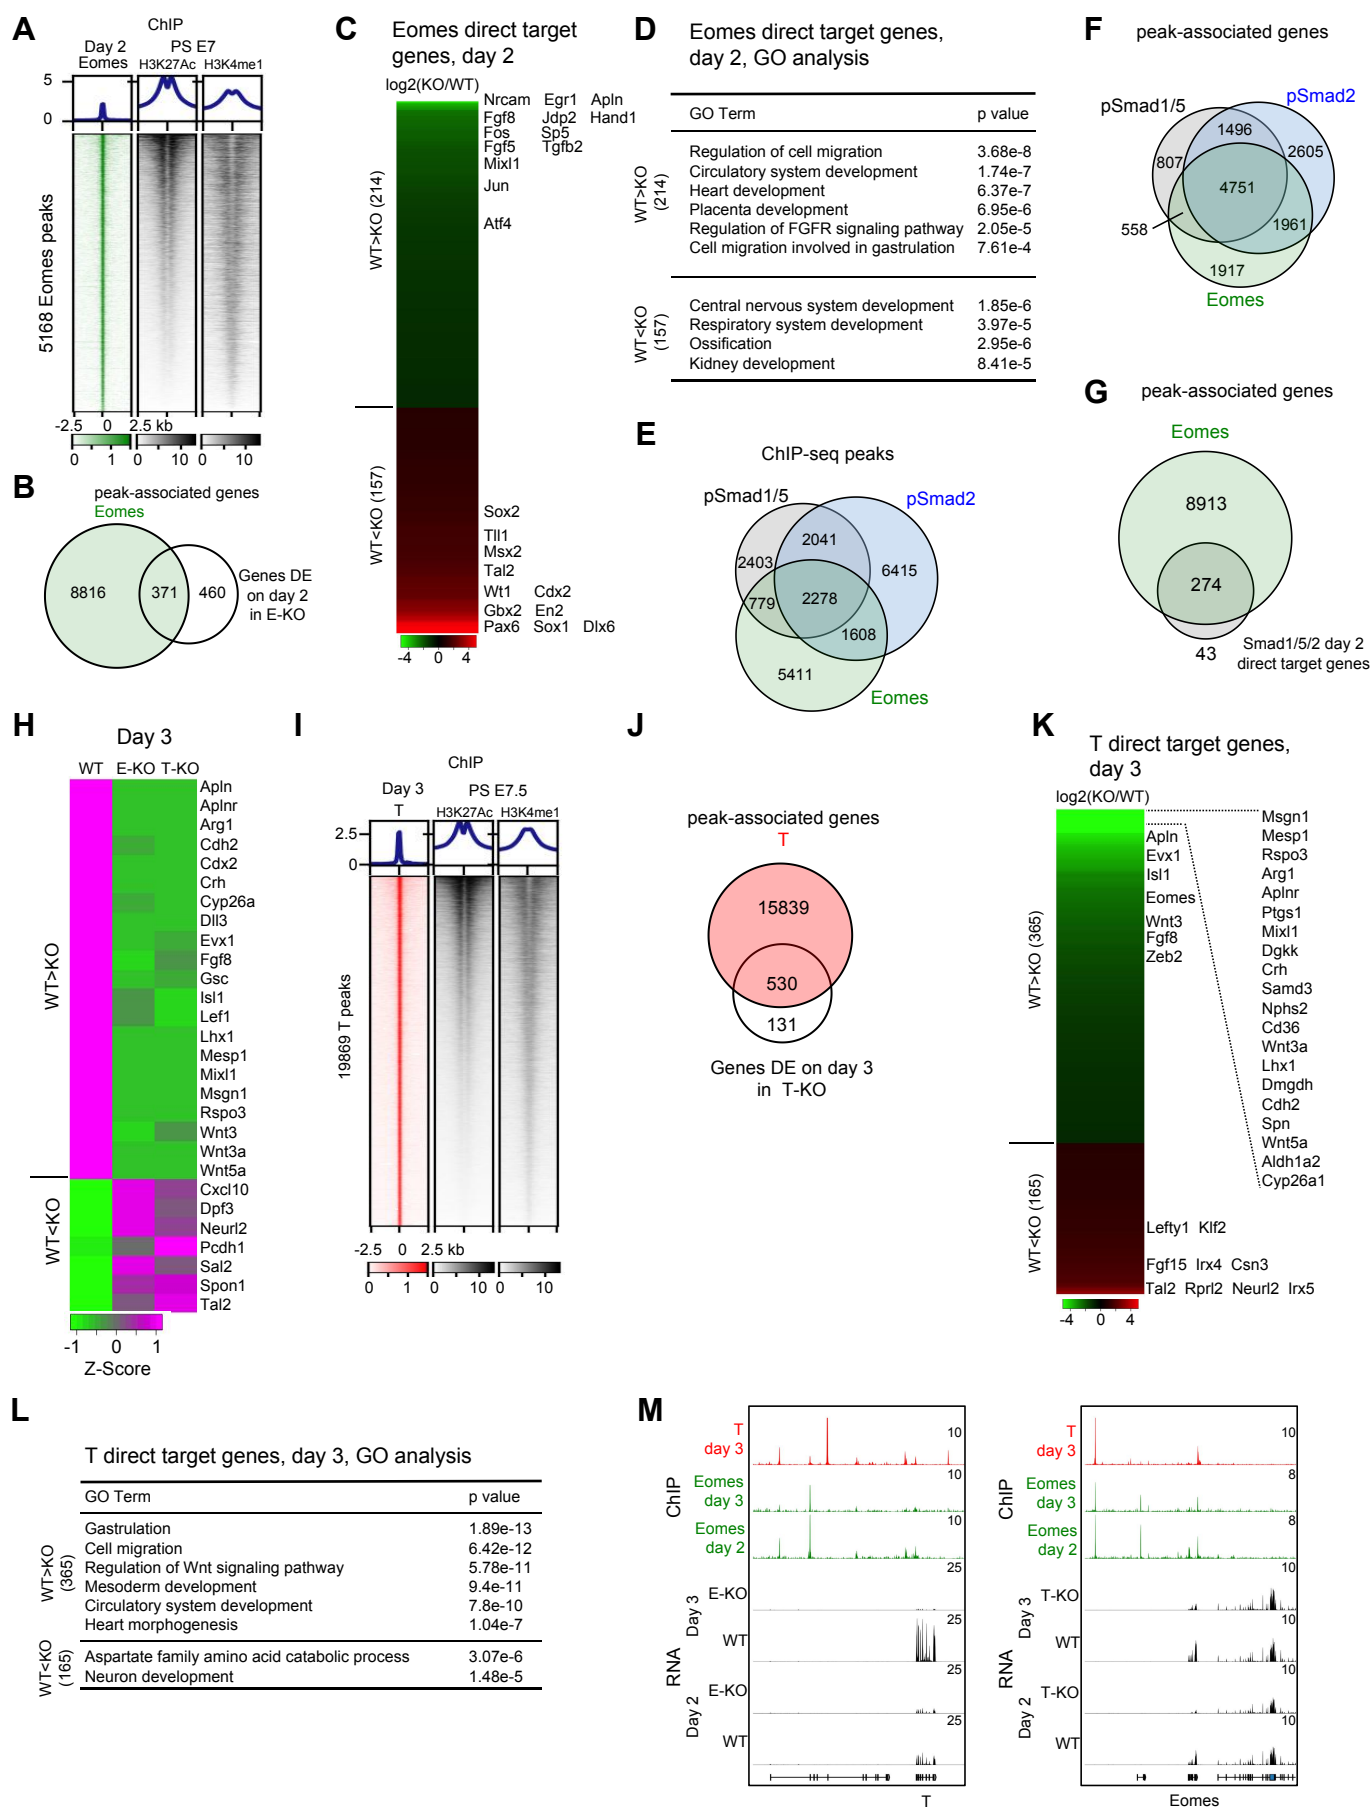

**Fig. S4. DNA binding and target genes of Eomes and T (related to Fig. 5)**

(A) Heatmaps centered on promoter-far Eomes peaks, displaying ChIP-seq reads of Eomes in day 2 ME cells, and H3K27Ac and H3K4me1 in E7 posterior primitive streak [35].

(B) Venn diagram showing overlap between genes bound by Eomes and genes DE between WT and Eomes KO cells. Genes in the intersection are putative direct targets of Eomes.

(C) Heatmap representation of Eomes day 2 direct target gene expression, sorted by log2 fold change (FC) of FPKM values in Eomes KO or WT ME cells. Selected activated and repressed target genes are listed on the right.

(D) GO terms enriched among activated (WT>KO) or repressed (WT<KO) Eomes direct target genes.

(E) Venn diagram showing overlap between pSmad1/5, pSmad2 and Eomes DNA binding sites in day 2 ME cells.

(F) Venn diagram showing overlap between genes bound by pSmad1/5, pSmad2, and Eomes in day 2 ME cells.

(G) Venn diagram showing overlap between genes bound by Eomes and direct target genes of pSmad1/5/2 in day 2 ME cells.

(H) Heatmap representation of the expression of selected Eomes and T direct target genes in WT, Eomes KO (E-KO) or T KO (T-KO) day 3 ME cells. (RNA-seq, average of two replicates)

(I) Heatmaps centered on promoter-far T peaks, displaying ChIP-seq reads of T in day 3 ME cells, and H3K27Ac and H3K4me1 in E7.5 posterior primitive streak [35].

(J) Venn diagram showing overlap between genes bound by T and genes DE between WT and T-KO cells. Genes in the intersection are putative direct targets of T.

(K) Heatmap representation of the expression of T direct target genes at day 3, sorted by log2 fold change (FC) of FPKM values in T-KO relative to WT ME cells. Selected activated or repressed target genes are listed on the right.

(L) GO terms enriched among activated (WT>KO) or repressed (WT<KO) day 3 direct target genes of T. (M) T is a direct target of Eomes, and vice versa. Snapshots of ChIP-seq and RNA-seq tracks in WT, E-KO or T-KO ME cells at T and Eomes loci.

## Figure S5

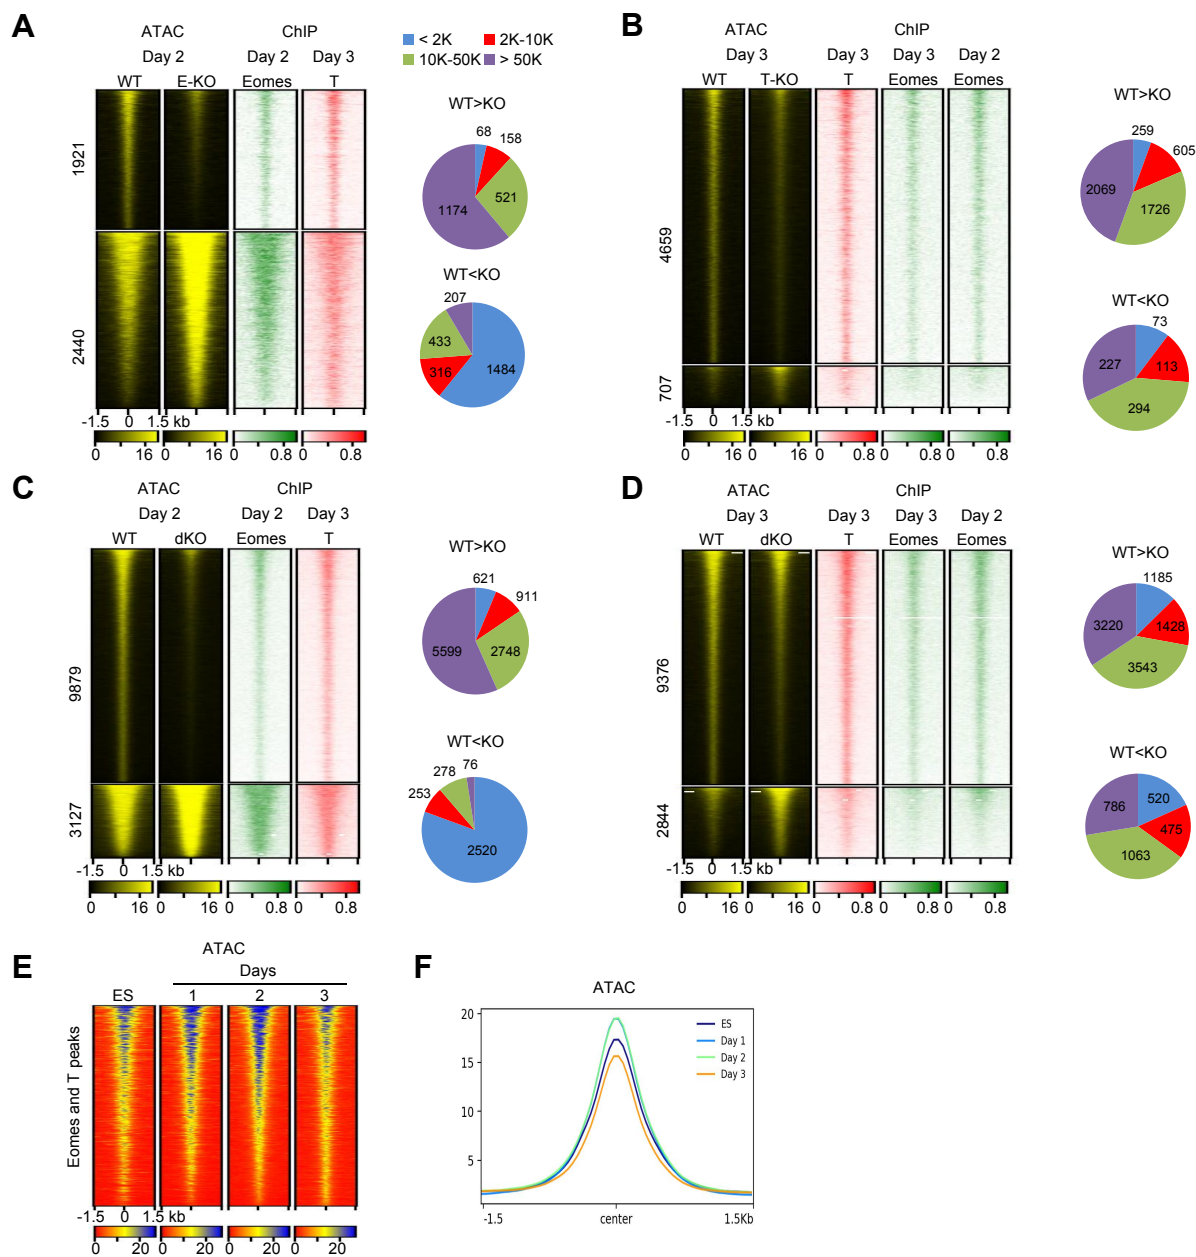

**Fig. S5. Characterization of Eomes- and/or T-mediated chromatin regulation (related to Fig. 6)**

**(A-D)** Clustered heatmaps displaying ATAC-seq reads in WT or (A) E-KO, (B) T-KO, (C,D) double KO

(dKO) ME cells, centered on activated or repressed DA sites, and the corresponding ChIP-seq reads of indicated TFs (left). Pie charts showing quantification of distances between the corresponding activated or repressed DA regions and nearest gene promoters (right).

**(E)** Heatmap displaying ATAC-seq reads centered on activated DA regions co-occupied by Eomes and T (see Fig. 6D).

**(F)** Average ATAC-seq density profiles in clusters from (E).

**Table S1.** GO term analysis for genes bound by pSmad1/5 and pSmad2 (related to Fig. 1).

| GO Term                    | pSmad1/5 and pSmad2<br>common targets<br>(6247) | pSmad1/5 only<br>targets<br>(1365) | pSmad2 only<br>targets<br>(4566) |
|----------------------------|-------------------------------------------------|------------------------------------|----------------------------------|
| Nervous system development | 1.61e-27                                        | 2.84e-5                            | 1.2e-5                           |
| Heart development          | 1.13e-18                                        | ND                                 | ND                               |
| Wnt signalling             | 4.4e-11                                         | ND                                 | ND                               |
| Mesoderm development       | 1.95e-8                                         | ND                                 | ND                               |
| Gastrulation               | 3.8e-8                                          | ND                                 | ND                               |
| TGFbeta signalling pathway | 3.7e-7                                          | ND                                 | ND                               |
| Regulation of EMT          | 3.31e-5                                         | ND                                 | ND                               |

**Table S2.** GO term analysis for direct target genes of pSmad1/5/2 (related to Fig. 1).**A** pSmad1/5/2 direct targets, day 1

|             | GO Term                    | p value  |
|-------------|----------------------------|----------|
| WT>KO (110) | Mesoderm formation         | 1.91e-9  |
|             | BMP signaling pathway      | 1.63e-5  |
|             | Wnt signaling pathway      | 2.29e-5  |
| WT<KO (89)  | Nervous system development | 4.21e-14 |
|             | Neuron differentiation     | 3.98e-9  |

**B** pSmad1/5/2 direct targets, day 2

|             | GO Term                    | p value  |
|-------------|----------------------------|----------|
| WT>KO (205) | Wnt signaling pathway      | 2.68e-11 |
|             | Heart development          | 3.17e-10 |
|             | Vasculature development    | 4.03e-8  |
|             | BMP signaling pathway      | 1.93e-7  |
|             | EMT                        | 8.99e-7  |
|             | Mesoderm formation         | 4.87e-6  |
| WT<KO (112) | Nervous system development | 1.2e-11  |
|             | Neuron fate commitment     | 4.56e-5  |

**Table S3.** Lists of pSmad1/5, pSmad2, Eomes, and T direct target genes and genes associated with indicated sets of DNA loci (related to Figs. 1 - 6).

[Click here to download Table S3](#)

**Table S4.** Oligonucleotides used for generation and genotyping of knock-out cells. Primers used for RT-PCR.

## Single stranded oligonucleotides for Eomes KO

|         |                           |   |
|---------|---------------------------|---|
| Pair 1: | CACCGACATGGTCTACCCACGGCAT | F |
|         | AAACATGCCGTGGGTAGACCATGTC | R |
| Pair 2: | CACCGTCCGGCGCCATAGAGCCACC | F |
|         | AAACGGTGGCTCTATGGCGCCGGAC | R |
| Pair 3: | CACCGTCACGTAGATCTGCCCTCAA | F |
|         | AAACTTGAGGGCAGATCTACGTGAC | R |
| Pair 4: | CACCGGTTTGCAGCAGGCGATTTG  | F |
|         | AAACCAAATCGCCTGCTGCAAACC  | R |

## Eomes gene locus

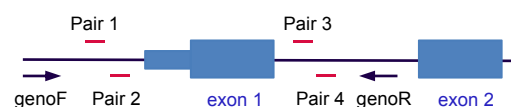

## Eomes KO genotyping primers

|        |                        |   |
|--------|------------------------|---|
| genoF: | TGAAGGCCAGGAAGTCAGAAG  | F |
| genoR: | GTCACCAGCTCAAACCGACTTC | R |

## Single stranded oligonucleotides for T KO

|         |                           |   |
|---------|---------------------------|---|
| Pair 1: | CACCGCGCCACCCTCTCCACCTTCC | F |
|         | AAACGGAAGGTGGAGAGGGTGGCGC | R |
| Pair 2: | CACCGTCGCCGGGCACAGAGAGCGC | F |
|         | AAACGCGCTCTCTGTGCCCGGCGAC | R |
| Pair 3: | CACCGACGCACCTACCTGCCGTTCT | F |
|         | AAACAGAACGGCAGGTAGGTGCGTC | R |
| Pair 4: | CACCGGCGAGTGCCCTCGCCTCG   | F |
|         | AAACCGAGGCGAGGGGCACTCGCC  | R |

## T gene locus

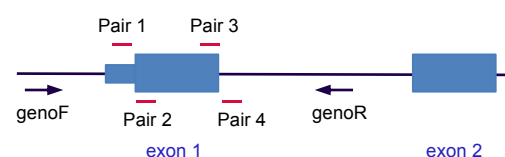

## T KO genotyping primers

|        |                           |   |
|--------|---------------------------|---|
| genoF: | GCAGCTGCTCGGTACTTCAAAG    | F |
| genoR: | CAGCAGAGGGACAAATCTAGCCAAG | R |

## Primers used for qRT-PCR assays

|                        |   |       |
|------------------------|---|-------|
| CTTCTAATGGAGCCCCACCTG  | F | Wnt3  |
| GGGCCAGGGACCACCAAAT    | R |       |
| CTGGCGTACATGTTGAGCCT   | F | Nodal |
| GGTCACGTCCACATCTTGCG   | R |       |
| GGGACAACTACGATTCATCCCA | F | Eomes |
| GGGCTTGAGGCAAAGTGTTG   | R |       |
| GGTATTCCCAATGGGGGTGG   | F | T     |
| TGTGTGGAGGGGAGAGAGAG   | R |       |
| GGATCCCCGCCTGCCTA      | F | Mesp1 |
| GCTGCTGAAGAGCGGAGAT    | R |       |
| CCCCGTCCATCAGAGAGCTA   | F | Actc1 |
| TGGGTTCTGTAGGCGTGCTA   | R |       |
| ACTGGGAAATGATGAGAATGGC | F | Pmm2  |
| CCCCCAGATGCCCTTGAATA   | R |       |

**Table S5.** RNA-seq data (FPKM values) of the RefSeq genes for the entire differentiation course and indication of genes associated with pSmad1/5, pSmad2, Eomes, and T ChIP-seq peaks; all direct target genes of pSmad1/5, pSmad2, Eomes, and T; and all genes associated with sites opened or closed in Smad4, Eomes and/or T KO cells compared to WT cells.

[Click here to download Table S5](#)

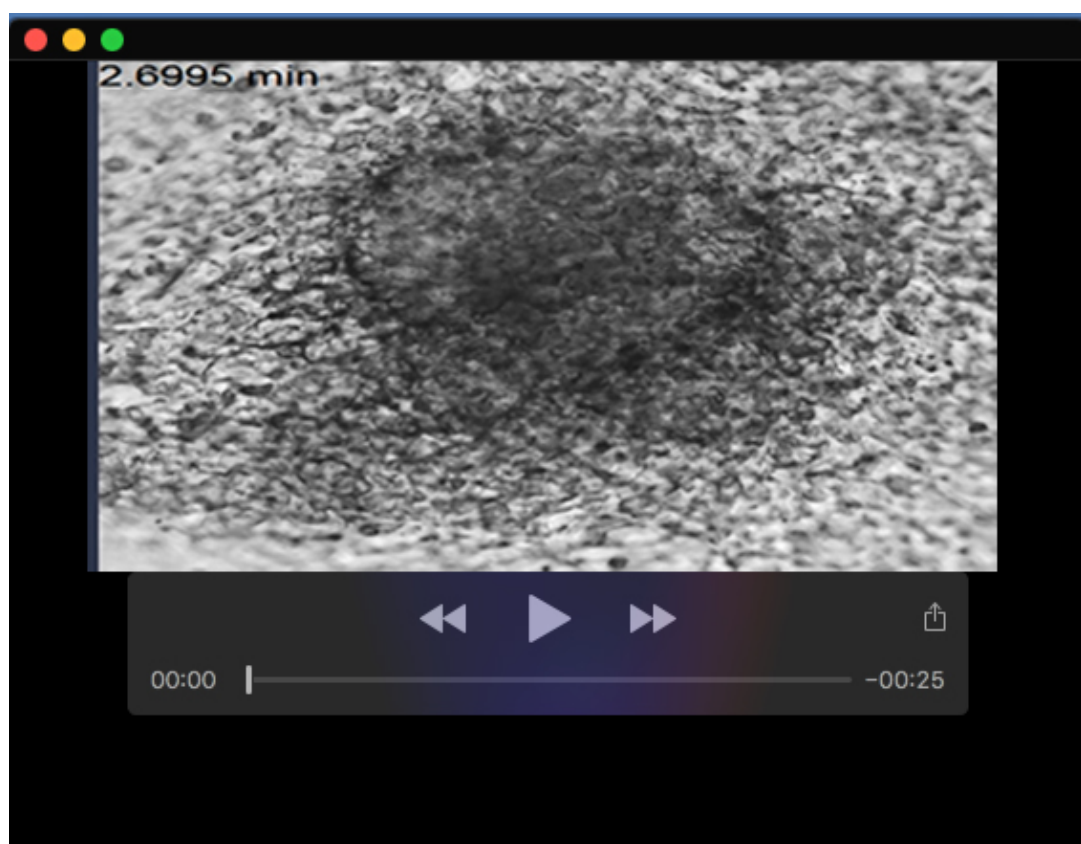

**Movie 1.** Capture of contracting cells on differentiation day 8.

How the deposited data were processed for this re-analysis (not part of the article)

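RNA-seq was analysed from 18 samples of mouse ES cells and of mesodermal cells differentiated from them with Bmp4 (20 ng/ml). They cover F1G4 WT cells in the ES state and on days 1, 2 and 3 (2 samples per stage by their labels), *Eomes* KO, *T* KO and *Eomes*/*T* dKO cells on days 2 and 3, and *Smad4* KO cells and the WT cells of the *Smad4* line on days 1 and 2 (1 sample for each line and day). The legends give values of KO cells as averages of 2 replicates, so how many samples each KO column holds is unclear. The *Eomes* KO and *T* KO lines were made from F1G4 cells and the dKO line from *Eomes* KO cells by double-nicking CRISPR/Cas9, and the *Smad4* KO line from *Smad4* conditional mESCs with Cre. Feeder cells were removed before differentiation.

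The deposited values are FPKM, computed by the authors. The authors checked reads with FastQC, trimmed them with cutadapt, aligned them with Hisat2 without mixed or discordant alignments to chromosomes 1 to 19, X, Y and M of mm10 (GRCm38) with the refSeq annotation, and ran Cuffdiff with multi-read and bias correction and without effective length correction. Libraries were strand-specific, made from total RNA with ScriptSeq and sequenced paired-end. There are 9 tables, the WT time course and 8 comparisons of a KO line with WT, each with 24538 genes and a single FPKM value per gene and condition. FPKM is scaled to library size by construction, and no further normalization was applied except where an alternative says so. Ratios of KO to WT and between stages of the time course were taken within a table. Ratios between the WT lines, and those between KO columns for the check of sample labels, were taken across tables. In the KO tables the F1G4 WT columns were multiples of the time-course columns, by factors of 0.989 to 1.04. The time-course table holds 4 duplicate gene names and 26 names converted to dates, and values under these names were not used by name. Of the gene symbols, 24448 were matched to the GRCm38 annotation for positions, transcript length, GC content and class, and 90 were not.

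Read counts were not used here, and the depth per sample and the counting precision are unknown. As each column pools its condition, no SD, n or test could be computed. Without a pseudocount, no fold was taken against a value of 0. The list medians and the plot of day 3 ratios in the KO lines use a pseudocount of 0.1 and include genes listed at 0. The ratio of such a gene, as of *Mesp1* in the *Eomes* KO, *T* KO and dKO on day 3, is set by the pseudocount. As a yardstick for the size of differences between columns of unmodified cells, the WT cells of both lines were compared, which also includes the difference between the lines. The robust SD of this log2 ratio ran from 1.54 to 0.213 from the lowest to the highest of 10 equal groups of genes by expression.

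A gene was examined when its FPKM was above 1 in at least one group and called DE when its log2 ratio was above 1 or below −1, without a pseudocount. This is the authors' rule, read from their text, which prints its sign for higher genes differently. Named genes are those the study names at the sentence or in the panel, the 3 highest and the 3 lowest log2 ratios among DE genes with FPKM of at least 10 in the higher group and above 0 in both, and the targeted gene of each KO in every table. Genes named outside this rule are marked as chosen after their values were seen. Gene lists were summarised by the median log2 ratio with a pseudocount of 0.1 and set against 10000 random lists matched on 10 levels of mean expression (seed 11). They were lists of genes the study names (Smad-activated and Smad-repressed, *Eomes*-activated and *Eomes*-repressed on day 2, T-activated on day 3, cluster 1, and the marker groups of the time course), and lists from general knowledge (targets of WNT, BMP and *Nodal* signalling, immediate early genes, *Atf4* targets, fibroblast transcripts, hypoxia and glycolysis genes, X and Y genes, and interferon-response genes). Overlaps of DE genes between KO lines were set against 100 simulations of unchanged KO columns that shared WT columns as the tables do, with noise taken from the difference between the WT lines on day 2. The numbers of DE genes were set against such columns as well, which was decided after the counts were seen. This noise includes the difference between the lines and may exceed that between replicates. The simulated columns held at least 656 DE genes, more than the 573 of the WT difference that supplied the noise. Ranges given for random lists leave out the tails on both sides and are not the extremes. Short RNAs were those with transcripts of at most 300 bases. A chromosome was counted as shifted beyond a median log2 ratio of 0.4, and the extreme groups among 4 equal groups of genes by length or GC content as different beyond 0.5. For the pair of the *Eomes* KO on day 3 and the *T* KO on day 2, trends with GC content and length were removed by subtracting the median log2 ratio of each of 20 equal groups of protein-coding genes.

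Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The DE step was tested on simulated data with 24538 genes, of which 200 were changed. It recovered 200 of them and called 0 others, although the simulated changes were larger and less noisy than those in the tables. The alternatives tried were pseudocounts of 0.1 and 1, no FPKM minimum, FPKM above 1 in both groups, FPKM above 5, log2 ratios beyond 1.5, FPKM rescaled to TPM, and columns scaled to a median ratio of 1.

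No processed files of the ChIP-seq and ATAC-seq samples were available, and the paper's supplementary lists of bound and direct target genes were not used. Binding, chromatin accessibility and the intersections of bound with DE genes were therefore not analysed here. Western blots, imaging and other assays were not analysed either.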

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

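Each difference below rests on a single column per line and day. The dKO line was made from *Eomes* KO cells, so the *Eomes* KO and dKO columns do not come from independent clones. The tests of scaling and of sample labels for *Eomes*, of loss of Eomes for short RNAs, of gene length, of GC content and length trends removed together and of library batches for the *T* KO on day 2, of near-identical gene copies, of the Y chromosome, of chromosome 8 and of *H19* were chosen only after the result was seen.

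Some genes the study names were DE in opposite directions on days 2 and 3 of the same KO line, and the difference was not tested. In the *Eomes* KO these were *Cdx2* (2.58 on day 2, −4.11 on day 3), *Gbx2* (3.19, −1.39), *Hand1* (−2.33, 1.56), *Lef1* (1.08, −1.03), *Lefty1* (1.35, −1.71) and *Lrrn1* (−1.25, 1.21). In the *T* KO they were *Axin2* (1.00, −1.08), *Cdx2* (2.57, −3.88), *Egr1* (−2.64, 2.69), *Eomes* (1.33, −2.02), *Evx1* (1.06, −3.74), *Fos* (−1.61, 1.09), *Foxb1* (1.72, −2.53), *Lef1* (1.83, −1.90), *Sp5* (1.93, −2.09), *Twist1* (1.12, −1.52) and *Zeb2* (1.38, −1.62), and in the dKO *Cdx2* (2.59, −1.95). For *Eomes* in the *T* KO on day 2, the tables argue against scaling, since the log2 ratio was 1.34 after the columns were scaled to a median ratio of 1. They also argue against a *T* KO culture so far along that it would explain *Eomes*, which was above its WT value on day 3 (19.4), since the genes that rise from WT day 2 to day 3 (median 1.47 over 697 genes in WT) had a median of −0.0566 in the *T* KO on day 2. Leaving out the genes DE in the *T* KO on day 3 gave 0.07, inside the range of random lists. The genes that fall from WT day 2 to day 3 (median −1.42 in WT) had a median of −0.165 in the *T* KO on day 2, below the random lists (−0.043 to 0.115), and −0.209 without the genes DE on day 3. These go with a more advanced culture, so that a small lead stays open. The tables argue against a swap of the *T* KO column on day 2 with another of the listed samples. *Eomes* there was higher by 3.35 than the highest value in any *Eomes* KO or dKO column. *Uty* was listed at 0, against 18.4 in the *Smad4* KO on day 2 and at least 5.11 at each stage of the F1G4 WT time course. Against a swap with the *T* KO on day 3, 440 genes that rise from WT day 2 to day 3 and are not DE in the *T* KO on day 3 were higher in the *T* KO on day 3 than on day 2 by a median of 1.20 (1.36 in WT). A mixed sample was not tested. WT cells of the *Smad4* line held *Eomes* at 24.8 on day 2, so a difference of this size also occurs between WT lines. The sets named first for this question did not separate the lines on day 2. The 145 genes changed on day 3 in the *T* KO alone had a median in the direction of day 3 of 0.11 in the *T* KO, 0.21 in the *Eomes* KO and 0.14 in the dKO on day 2. The 306 genes changed on day 3 in the *Eomes* KO and the dKO but not in the *T* KO had 0.46, 0.41 and 0.38, so that the *T* KO on day 2 carried these changes as far as the *Eomes* KO did. For *Egr1* and *Fos*, handling at harvest may contribute, since the immediate early genes also differed between the WT lines on day 2 (median −0.82). A dependence on day of the effect of *Eomes* and T is the biological explanation the design offers, and it was not tested.

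The paper gives no number of DE genes for the *T* KO on day 2, where 1775 genes were DE, against 679 on day 3. In the same direction 617 of them were also DE in the *Eomes* KO on day 3 (60 in opposite directions), the most among pairs from different days, where simulated unchanged columns shared at most 54. This pair was chosen after seeing the data. The tables argue against GC content and length as the whole cause. The highest and lowest of 4 groups by GC content differed by 0.22 in the *T* KO on day 2 and 0.14 in the *Eomes* KO on day 3, and the longest and shortest of 4 groups by length by 0.16 and 0.42, all under the threshold of 0.5. With the trends with GC content and length removed from both comparisons, 417 protein-coding genes were shared in the same direction, against 525 before. A smaller part of the shared genes may come from these trends, which had the same sign in both libraries. A difference between library batches may be part of it, since *Rmrp*, named after its values were seen, was at most 0.10 higher than in WT in these libraries and at least 1.09 higher in the other F1G4 KO libraries. Neither the labels nor the paper give batches, so a batch itself could not be tested. A loss of T on day 2 and of *Eomes* on day 3 acting on the same genes would also reach the dKO. Across 6955 genes the log2 ratios of this pair had a Spearman correlation of 0.57. It was 0.15 for the *T* KO and dKO on day 2 and 0.29 for the *Eomes* KO and dKO on day 3. For the *Eomes* KO on day 3 and the dKO on day 2 it was −0.13. These values argue against such losses as the whole cause, with a single dKO column per day.

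Some of the most extreme log2 ratios belong to genes with near-identical copies, most of which were named after their values were seen. Reads assigned to either copy may explain *Hmga1b*, *Hist1h2ap* and *Amd1* in the *T* KO on day 2, where the sums with *Hmga1*, *Hist1h2ao* and *Amd2* changed by −0.25, 0.44 and −0.52. The same holds for *Amd1* in the *Smad4* KO on day 1 (sum −0.00484), for *Hist1h2ap* in the *Eomes* KO on day 2 (0.25) and for *Eif3j1* in the *T* KO on day 3 (0.17). They do not account for *Rnaset2a* in the *T* KO on day 2, whose sum with *Rnaset2b* changed by −6.08. For *Eif3j1* in the *Eomes* KO on day 3 the sum with *Eif3j2* changed by −1.38. Shared reads and a loss of *Eif3j1* RNA cannot be told apart there, because *Eif3j2* itself fell by 0.73. The same is true of *Amd1* in the *Eomes* KO on day 3 (sum −0.80), where *Amd2* gained nothing (−0.03). No biological explanation was tested for these genes.

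*H19* (7:142575530-142578146, mm10), which the paper does not discuss and which was named after its values were seen, was almost absent from every F1G4-derived KO column. Its log2 ratio was −7.18 in the dKO on day 3 and −6.78 on day 2, −7.43 and −7.66 in the *Eomes* KO on days 2 and 3, and −7.06 and −7.67 in the *T* KO. A loss of Eomes or T as the cause is what the tables argue against. In the *Smad4* KO on day 2, with FPKM of *Eomes* at 1.73 and of *T* at 0.891, *H19* was still at 64.7 (log2 −1.68). In F1G4 WT ES cells, with *T* at 0.0784, it was at 10.4, above each of these KO columns (at most 4.49). The neighbouring *Igf2* was lower in the KO lines on day 2 (−1.48 in the *Eomes* KO, −0.34 in the *T* KO and −0.96 in the dKO) and higher on day 3, by at least 0.74. What stays open is a difference between F1G4 WT cells and the cells from which the KO clones were grown. It was not tested, since the tables hold no column of an unmodified F1G4 subclone, and the *Smad4* line has another background.

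The median gene of chromosome 8 was higher than WT by 0.24 in the dKO on day 3, and by 0.17 to 0.24 in all F1G4-derived KO columns, with each of 4 equal parts of the chromosome between 0.117 and 0.32. Other autosomes stayed between −0.143 and 0.160, and the *Smad4* KO columns were at 0.00 and −0.01. The tables argue against a chromosome gained in all cells of a KO line and in none of the WT cells, since no autosome passed the threshold of 0.4 (largest shift 0.24) and 3 copies over 2 would give 0.58. A candidate explanation is an extra chromosome 8 in part of the F1G4 WT cells and in more cells of the KO clones. F1G4 WT cells were above WT cells of the *Smad4* line on chromosome 8 (−0.40 for the *Smad4* line against F1G4 on both days), and this shift and that of the KO lines added up to 0.57 to 0.65 (median 0.62). Genes of the Y chromosome went with the same idea of clones grown from part of a mixed culture. Their median was −5.16 and −5.18 in the *Eomes* KO on days 2 and 3, −4.42 and −5.35 in the *T* KO, and −4.89 and −4.96 in the dKO. The *Smad4* line WT cells were above F1G4 WT cells by 2.39 on day 2, so that most F1G4 WT cells may lack the Y chromosome. FPKM of *Uty* on day 2 was 5.07 in F1G4 WT cells in the *Eomes* KO table, 0.00686 in the *Eomes* KO and 16.4 in *Smad4* line WT cells. For both chromosomes the tables argue against loss of Eomes or T as the cause. In the *Smad4* KO on day 2, where *Eomes* and *T* are low, the median of *Ddx3y*, *Eif2s3y* and *Uty* was 0.17 and that of chromosome 8 −0.00638. No karyotype was available, and the DNA reads of the ATAC-seq and ChIP-seq samples were not analysed here.

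Short non-coding RNAs, which the paper does not discuss, had a median log2 ratio of 3.31 in the dKO on day 3, 2.74 in the dKO on day 2, 2.50 in the *Eomes* KO on day 2, 2.30 in the *T* KO on day 2, 1.09 in the *T* KO on day 3 and 0.36 in the *Eomes* KO on day 3. In the *Smad4* KO it was −0.24 on day 1 and 0.29 on day 2. *Rmrp*, the most abundant transcript of each column (1.37% to 4.32% of all FPKM), was over 2-fold higher in 4 of these columns. The tables argue against loss of Eomes as the cause for *Rmrp*, since its log2 ratio was −0.70 in the *Eomes* KO on day 3 and 1.09 in the *T* KO on day 3. More short RNA kept in library preparation cannot be told apart from a change in the cells. The KO columns with *Rmrp* over 2-fold higher than in WT had short RNA medians of at least 1.09, but the *T* KO on day 2 had 2.30 without a rise of *Rmrp*. Among WT columns, FPKM of *Rmrp* was 19761 in the *Smad4* line on day 1, against 7599 there on day 2 and 8393 in F1G4 cells on day 1. A high *Rmrp* thus also occurred without loss of Eomes or T. A length bias may also act in the dKO on day 2, where the longest of 4 groups of protein-coding genes differed from the shortest by −0.56. The largest such difference elsewhere was 0.42, in the *Eomes* KO on day 3, which stays under the threshold of 0.5.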

How the results depend on the processing

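The alternatives were set before the data were examined, and each changed a single choice. A count was taken as moved when it lay beyond 1.5 times the original. For values without replicates the spread of random lists or of the WT lines served as yardstick. No paired analysis was possible because each condition has a single column of values. For the same reason leaving out each replicate, a replicate block and a limma fit of the time course were not run. Counts of DE genes are given in the order *Smad4* KO days 1 and 2, *Eomes* KO days 2 and 3, *T* KO days 2 and 3, dKO days 2 and 3, and those of the time course for days 1, 2 and 3 against ES cells.

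With columns scaled to a median ratio of 1, all 69 results of the comparisons stayed within these limits, as did all 11 counts with a pseudocount of 0.1 and the 8 chromosome 8 medians with FPKM above 5 in both groups. Each other setting moved counts. The direction of all list medians stayed the same with scaled columns and with a pseudocount of 1. List medians under the other settings are not given.

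A pseudocount of 1 shrinks the ratios of weakly expressed genes by construction and moved 41 of 69 results. Counts of DE genes were 176, 330, 376, 1083, 1075, 339, 404 and 678, and for day 1 of the time course 820. Between the WT lines on day 2 it was 224. Shared genes were 258 (*Eomes* KO and dKO, day 2), 348 (the same, day 3), 155 (*T* KO and dKO, day 2), 249 (the same, day 3), 87 (*Eomes* KO day 2, *T* KO day 3), 228 (*Eomes* KO and *T* KO, day 3) and 95 (*Eomes* KO, both days). Genes lower in the *Smad4* KO that were lower in the *Eomes* KO numbered 44 on day 2 and 82 on day 3. Of the genes lower in the dKO on day 3, 77 were lower in the *Eomes* KO only, 20 in the *T* KO only and 102 in neither, and of the higher ones 71, 29 and 179, with 23 higher in both. List medians were −2.70 (Smad-activated), 1.75 (Smad-repressed), −1.29 (*Eomes*-activated), 1.43 (*Eomes*-repressed), −1.97 (T-activated), −2.75, −1.97 and −2.27 (cluster 1 in the *Eomes* KO, *T* KO and dKO). For immediate early genes they were −0.18 in the *Smad4* KO on day 2, −0.77 and −0.49 in the *Eomes* KO and −0.92 and −0.26 in the dKO on days 2 and 3, and for fibroblast transcripts 0.27 in the *Eomes* KO on day 3 and −0.26 in the dKO on day 2.

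Without the FPKM minimum more genes were examined by construction, and the counts were 2012, 2247, 2521, 3632, 3417, 2267, 2544 and 2877, and in the time course 3707, 4837 and 5485. Stricter filters and thresholds admit fewer genes by construction. With FPKM above 1 in both groups the counts were 217, 332, 459 and 1235 for the *Smad4* KO and *Eomes* KO, 322 for the *T* KO on day 3, 511 and 694 for the dKO, and 811, 1481 and 2043 in the time course. The *T* KO on day 2 stayed within 1.5 times (1274). With FPKM above 5 in at least one group they were 122, 254, 334, 1025, 1085, 269, 388 and 563, in the time course 653, 1369 and 2064, and between the WT lines on day 2 190. Shared genes in the order above were then 252, 275, 143, 192, 86, 173 and 82, and genes lower in both the *Smad4* KO and the *Eomes* KO 45 and 64. The dKO genes split into 79 (*Eomes* KO only), 14 (*T* KO only), 129 (both) and 89 (neither) lower and 49, 31, 18 and 154 higher. With log2 ratios beyond 1.5 the counts were 227, 314, 376, 821, 726, 337, 342 and 649, and in the time course 826, 1666 and 2298.

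With FPKM rescaled to TPM the median log2 ratio of all genes went from −0.01 to −0.22 and from −0.06 to 0.23 in the *Eomes* KO on days 2 and 3, from −0.01 to 0.11 in the *T* KO on day 2, and from 0.00 to −0.40 and from −0.03 to −0.14 in the dKO on days 2 and 3, since the columns sum to 401510 to 608585. The counts were 977 and 953 for the *Smad4* KO, 1444 and 2895 for the *Eomes* KO and 2148 for the dKO on day 2. These sums are below the sum of a TPM column, so that TPM of 1 is a lower FPKM and more genes were examined. The other comparisons stayed within 1.5 times (2255 and 1003 for the *T* KO, 1771 for the dKO on day 3). The split into lower and higher genes moved from 468 and 376 to 1053 and 391 in the *Eomes* KO on day 2, from 1048 and 859 to 812 and 2083 on day 3, from 1128 and 647 to 1083 and 1172 in the *T* KO on day 2, and from 504 and 390 to 1869 and 279 in the dKO on day 2.

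The majority among DE genes also changed to higher genes in the *Eomes* KO on day 2 with a pseudocount of 1 (168 lower, 208 higher), FPKM above 5 (160, 174) and log2 ratios beyond 1.5 (179, 197). In the dKO on day 2 it did so under the same settings (170 and 234, 173 and 215, 161 and 181). In the *Eomes* KO on day 3 it did so without the FPKM minimum (1631, 2001) and with scaled columns (948, 994). In the *Smad4* KO on day 1, where 271 were lower and 265 higher, it did so without the FPKM minimum (967, 1045), with scaled columns (267, 269) and with TPM (403, 574), and the numbers were equal with a pseudocount of 0.1 (239 each). On day 2 it did so without the FPKM minimum (1079, 1168). In the dKO on day 3, with 634 lower and 632 higher, it did so without the FPKM minimum (1239, 1638) and with scaled columns (598, 671). On day 1 of the time course the majority changed from higher genes (644 lower, 849 higher) to lower genes with FPKM above 5 (360, 293). The cause was not tested.

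Among 181 values of named genes, scaled columns moved 0, TPM 15, a pseudocount of 0.1 50 and a pseudocount of 1 130 beyond their yardstick. The only reversal beyond it was *Smad4* in the *Eomes* KO on day 3, at 0.13 with TPM against −0.15, and the cause was not tested beyond the shift of all genes given above. With a pseudocount of 1 these named genes were no longer DE: *Eomes* (−0.92) and *T* (−0.64) in the *Smad4* KO on day 1, *Mixl1* (−0.98) in the *Smad4* KO on day 2, *Mixl1* (−0.58), *Sp5*, *Tgfb2* (−0.68) and *Tll1* (0.70) in the *Eomes* KO on day 2, *Aldh1a2* (−0.82), *Isl1* (−0.69), *Lef1* (−0.85) and *Spon1* (0.62) in the *Eomes* KO on day 3, *Aldh1a2* (−0.95), *Isl1* (−0.98) and *Nog* (−0.52) in the *T* KO on day 3, and *Aldh1a2* (−0.65), *Nog* (0.72) and *Wt1* (0.94) in the dKO on day 3. *Nog* in the *T* KO on day 3 was also lost with a pseudocount of 0.1 (−0.95), and *Lef1* in the *Eomes* KO on day 3 with scaled columns (−0.98) or TPM (−0.75). With TPM, *Nog* in the dKO on day 3 was lost (0.94), and *T* in the *Eomes* KO on day 2 (−1.16), *Pax6* in the *Eomes* KO on day 3 (4.10) and *Sox1* in the *T* KO on day 3 (2.19) became DE. Since the depth of the libraries is unknown, it could not be said how far counting noise limits genes near FPKM 1.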

Differences from the paper's values

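The values of the paper for a measure also computed here were all read by eye from Fig. S1E and the Venn diagrams of DE genes. Only that of *Sox7* on day 2, about 0.01 in Fig. S1E, lay beyond a factor of 1.5 of the value from the tables (FPKM 0.00616), and both are far below FPKM 1. The statements below differ in a direction, a ranking or a call, apart from that on *Wnt3*, which the time course cannot decide.

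The paper states that *Eomes* is highest on day 2, from a western blot (Fig. S1H). *Eomes* RNA was highest on day 3, with FPKM of 19.4 against 9.50 on day 2. The paper describes *Wnt3* as upregulated transiently (Fig. S1C). *Wnt3* RNA was highest on day 3 (25.0), the last day of the table, so a later fall is neither shown nor excluded. For both genes the day of the highest value was the same with FPKM rescaled to TPM and with scaled columns.

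The paper states that *Eomes* and T upregulate each other on days 2 and 3 (Fig. 5G, S4M). In the *T* KO on day 2 *Eomes* was higher than in WT (24.7 against 9.81, log2 1.33), and none of the alternatives set before the data were examined changed the direction. WT cells of the *Smad4* line held *Eomes* at 24.8 on day 2, so a difference of this size also occurs between WT lines. The single *T* KO column therefore does not settle the effect of T on *Eomes* on day 2. *T* in the *Eomes* KO on day 2 had a log2 ratio of −0.95 and did not pass the DE rule. With FPKM rescaled to TPM it was −1.16 and passed it.

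The paper describes cluster 5 genes, among them *Pax6*, *Nog* and *Wt1*, as repressed by either *Eomes* or T on day 3 (Fig. 5G). *Pax6* was not DE in the *Eomes* KO (FPKM 0.691, log2 3.82) or the *T* KO (0.141, 1.57), and with FPKM rescaled to TPM it was DE in the *Eomes* KO (4.10). *Nog* was not DE in the *Eomes* KO (−0.14, and 0.14 with TPM) and was lower in the *T* KO (−1.04), which was lost with a pseudocount of 0.1 (−0.95) or 1 (−0.52). *Wt1* was not DE in the *Eomes* KO (0.51) or the *T* KO (0.69).

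Fig. 5G lists *Twist1* in cluster 1, whose genes are lower in the dKO. Its log2 ratio in the dKO on day 3 was −0.08 (FPKM 4.62 in WT, 4.36 in the dKO). Fig. S4H lists *Pcdh1* among genes repressed by *Eomes*, while its log2 ratio in the *Eomes* KO on day 3 was 0.70 and it was not DE.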

Other observations

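The pairs of columns marked as chosen after seeing the data and the test of *Col5a1* are the only tests in this part chosen only after the result was seen. The interferon-response genes were chosen after *Isg15* and *Psmb8* had been seen among the genes lower in all F1G4-derived KO columns, and before their own values were seen. The gene lists in this part come from general knowledge.

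Immediate early genes (17 genes, of which *Egr1*, *Fos* and *Jun* are also in the study's list of *Eomes*-activated genes) had a median log2 ratio of −1.18 in the *Eomes* KO on day 2 and −0.82 on day 3, −0.99 and 0.42 in the *T* KO, −1.13 and −0.47 in the dKO, and 0.09 and −0.35 in the *Smad4* KO on days 1 and 2. Handling of the cultures at harvest may explain part of it, since the list differed by −0.82 between the WT lines on day 2 and by 0.60 on day 1, without the loss of any of these factors. Loss of *Eomes* cannot be told apart from it. The list was also lower in the dKO on day 2 (−1.13), which lacks *Eomes*, but the *T* KO, which keeps *Eomes*, was lower as well.

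Targets of *Atf4* (16 genes) had a median of −0.46 in the *Eomes* KO on day 2 and −0.83 on day 3, −0.85 and −0.47 in the *T* KO, −0.62 and −0.89 in the dKO, and −0.14 and −0.34 in the *Smad4* KO on days 1 and 2. Between the WT lines it was −0.39 on day 2 and −0.11 on day 1. Loss of *Eomes* and a difference in culture state cannot be told apart. The dKO on day 2 went the same way (−0.62), but so did the *T* KO and the WT line, with a single column each.

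Fibroblast transcripts (12 genes, of which 10 rise from ES cells to day 3 in WT cells as well) had medians of −0.26 and 0.65 in the *Eomes* KO on days 2 and 3, −0.15 and −0.17 in the *T* KO, −0.69 and 0.27 in the dKO, and 0.03 and 0.14 in the *Smad4* KO on days 1 and 2. For *Col5a1* in the *Eomes* KO on day 3 (log2 1.39) the tables argue against feeder cells carried over, since *Col1a1*, *Col1a2* and *Col3a1*, of which fibroblasts by general knowledge hold more, gained 0.906 FPKM together and *Col5a1* gained 9.81. For the rest of the list (median 0.65) a small share of feeder cells and a change in the differentiating cells cannot be told apart, because most of these transcripts are near or below FPKM 1 and the high level of *Sparc* would hide a small share.

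In the *T* KO on day 2 the median of 7 *Nodal* targets was 0.17 and that of 11 WNT targets 0.98. A turn of *T* KO cells towards the anterior streak was expected to come with higher *Nodal* and lower WNT targets. It cannot be told apart from other effects of the loss of T. The WNT targets were higher (0.98), but whether such a turn lowers them was not tested, and *Foxa2* of the *Nodal* list was higher as well (log2 1.28). The *Nodal* list shares 4 of its 7 genes with the study's Smad-activated genes, and the WNT list holds *T*. In the other columns the *Nodal* list had medians of −1.78 and −3.23 in the *Smad4* KO on days 1 and 2, −0.14 and −1.99 in the *Eomes* KO, −0.68 in the *T* KO on day 3, and −0.14 and −0.84 in the dKO. For the WNT list they were −0.95 and −1.85 in the *Smad4* KO, −0.36 and −1.01 in the *Eomes* KO, −1.12 in the *T* KO on day 3, and −0.56 and −1.13 in the dKO.

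Targets of BMP signalling (8 genes, with *Msx2* also in the study's Smad-activated list) had medians of −2.43 and −1.91 in the *Smad4* KO on days 1 and 2, 0.70 and 0.02 in the *Eomes* KO, 0.52 and 0.53 in the *T* KO, and 0.67 and 0.53 in the dKO. Hypoxia and glycolysis genes (14 genes) were lower in the dKO on day 3 (median −1.12, with 9 DE and lower). In the other columns their median lay between −0.26 and 0.30, and between the WT lines it was −0.66 on day 2 and 0.23 on day 1. The list of X and Y genes (5 genes) had medians of 0.03 and 0.17 in the *Smad4* KO, −4.92 and −4.99 in the *Eomes* KO, −3.32 and −5.06 in the *T* KO, and −4.28 and −4.93 in the dKO.

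Whether *Smad4* KO cells stay in the state of WT day 1 was tested on the genes that change from WT day 1 to day 2. The tables argue against it, since the genes that fall in WT (median −1.48) were at 0.0783 in the *Smad4* KO on day 2, far less than a stop at day 1 would need. The genes that rise in WT (median 1.38) were at −0.21.

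DE genes shared between KO lines were compared with simulated unchanged columns that share the WT columns. For the *Eomes* KO and *T* KO on day 3 the tables argue against shared WT columns as the whole cause, since 417 genes were shared and at most 275 in simulations. For the *T* KO and dKO on day 2 shared columns and shared effects cannot be told apart. There 326 genes were shared against at most 285 in simulations, and how far noise taken from different lines moves the 285 was not measured. The other pairs set in advance shared 547 genes (*Eomes* KO and dKO, day 2; at most 280 in simulations), 639 (*Eomes* KO and dKO, day 3; 289), 432 (*T* KO and dKO, day 3; 274) and 217 (*Eomes* KO, day 2 and day 3; 55). The dKO line was made from *Eomes* KO cells, so genes shared by these lines may also include changes carried by the clone, which the simulated numbers (280 and 289) do not cover. Pairs chosen after seeing the data shared 360 (*Eomes* KO and *T* KO, day 2; 292), 151 (*T* KO, day 2 and day 3; 47), 335 (dKO, day 2 and day 3; 50), 327 (*Eomes* KO day 2 and dKO day 3; 52), 268 (*T* KO day 2 and dKO day 3; 50), 203 (*Eomes* KO day 3 and dKO day 2; 48) and 167 (*T* KO day 3 and dKO day 2; 51).

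Across all 6 F1G4-derived KO columns, 42 genes were DE and lower, among them *Fgf8*, *Mixl1*, *Nrcam*, *H19*, *Isg15*, *Psmb8* and 3 Y genes, and 18 were DE and higher, among them *Irx3*, *Irx5* and 7 short RNAs. *H19*, *Isg15*, *Psmb8* and *Irx5* were named after their values were seen. A list of 10 interferon-response genes had medians of −0.39 and −2.21 in the *Eomes* KO on days 2 and 3, −0.50 and −1.83 in the *T* KO, −0.10 and −2.15 in the dKO, and −0.16 and −0.30 in the *Smad4* KO on days 1 and 2. A candidate explanation is loss of Eomes or T, since these genes rose in WT cells from ES cells to day 3 (median 3.03, with 8 genes DE). A state of the culture that differs between WT and KO lines on day 3 stays open, since the tables hold no other WT line on day 3.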
